# Sympathetic-Mediated Intestinal Cell Death Contributes to Gut Barrier Impairment After Stroke

**DOI:** 10.1007/s12975-023-01211-y

**Published:** 2023-11-30

**Authors:** Kathryn Prame Kumar, Liam D. McKay, Huynh Nguyen, Jasveena Kaur, Jenny L. Wilson, Althea R. Suthya, Sonja J. McKeown, Helen E. Abud, Connie H. Y. Wong

**Keywords:** Cerebral ischaemia, Gut permeability, Brain-gut axis, Epithelium, Barrier integrity

## Abstract

Tissue injury induced by stroke is traditionally thought to be localised to the brain. However, there is an accumulating body of evidence to demonstrate that stroke promotes pathophysiological consequences in peripheral tissues including the gastrointestinal system. In this study, we investigated the mechanisms underlying gut permeability after stroke. We utilised the clinically relevant experimental model of stroke called permanent intraluminal middle cerebral artery occlusion (pMCAO) to examine the effect of cerebral ischaemia on the gut. We detected stroke-induced gut permeability at 5 h after pMCAO. At this timepoint, we observed significantly elevated intestinal epithelial cell death in post-stroke mice compared to their sham-operated counterparts. At 24 h after stroke onset when the gut barrier integrity is restored, our findings indicated that post-stroke intestinal epithelium had higher expression of genes associated with fructose metabolism, and hyperplasia of intestinal crypts and goblet cells, conceivably as a host compensatory mechanism to adapt to the impaired gut barrier. Furthermore, we discovered that stroke-induced gut permeability was mediated by the activation of the sympathetic nervous system as pharmacological denervation decreased the stroke-induced intestinal epithelial cell death, goblet cell and crypt hyperplasia, and gut permeability to baseline levels. Our study identifies a previously unknown mechanism in the brain-gut axis by which stroke triggers intestinal cell death and gut permeability.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12975-023-01211-y.

## Introduction

Stroke is a common and debilitating cerebrovascular event that, in approximately 80% of cases, is caused by the sudden obstruction of blood flow (or ischaemia) to a focal region of the brain. Ischaemic stroke accounts for approximately 10% of all deaths worldwide, and it is the leading cause of disability in Australia [1]. In recent years, an increasing number of studies have revealed the devastating effects of stroke beyond the brain, inducing far-reaching pathophysiological consequences in peripheral tissues including immune, gastrointestinal, respiratory, and endocrine systems [2]. In fact, over half of all patients admitted to the hospital with ischaemic stroke suffer gastrointestinal complications [3–5]. Multiple reports have demonstrated elevated gut vascular and barrier permeability within hours of experimental stroke onset, leading to disruption of intestinal homeostasis and the entry of intestinal luminal content into host tissues [6–9]. This stroke-induced gut permeability is evidenced to promote gut-derived bacterial translocation to other peripheral tissues, including the lung, to cause infection [6]. Whilst this discovery was made in well-defined mouse models of experimental stroke, there is evidence of common commensal gut bacterial detection in the blood or sputum of stroke patients, strongly indicating that impairment of gut barrier integrity contributes to dissemination of gut-derived bacteria to the periphery and development of stroke-associated pneumonia [6]. Despite this, the mechanism by which stroke-induced brain injury alters the intestinal environment distally to compromise gut barrier integrity remains elusive.

The gut barrier is made up of millions of epithelial cells held together by tight junction, adherens junction, and gap junction proteins, and this gut barrier functionally remains selectively permeable to nutrients yet vitally shields the host from constant threats, such as extreme pH conditions, pathobionts in the intestinal lumens and potential inflammatory insults from food products [10–12]. Unlike the thicker epithelial layers in other areas of the body, the single monolayer of cells constituting the intestinal epithelial barrier leaves the host tissue particularly vulnerable to perturbation. To account for this, the intestinal barrier is reliant upon its prolific cell regeneration to replace senescent or dying epithelial cells [13, 14]. Epithelial cell regeneration is mediated by the continuous proliferation of stem cells localised in the invaginations of the intestinal wall termed intestinal crypts. The newly generated intestinal epithelial cells compete to remain within the stem cell zone or migrate upwards and differentiate into mature epithelial cells within the overlying villus. Subsequently, the regional downregulation of adhesion molecules within the apical villus results in the shedding of senescent or dying epithelial cells into the intestinal lumen to undergo a form of contact-mediated apoptosis termed anoikis [15]. Therefore, epithelial cell regeneration and migration in the intestinal crypts and villi are central to the self-renewing and protective functionality of the intestinal barrier [13, 14]. Indeed, dysregulation of epithelial cell metabolism, proliferation, or differentiation can trigger gut barrier discontinuity, which may lead to more paracellular routes for bacterial translocation into the host tissue [16].

The autonomic nervous system, bacterial activity of the microbiota, and mucosal inflammation are important factors that regulate epithelial proliferation [17–19]. In the settings of traumatic brain injury, there is clinical evidence of microbial dysbiosis, intestinal inflammation, and sympathetic hyperactivation, and such events could explain the occurrence of excessive epithelial shedding in the intestines of rats [20, 21]. Similarly, these hallmarks of metabolic, microbial, and immune and nervous system dysfunction were observed in mice and patients after stroke [22–25]. However, little is known about how these systemic effects of stroke impact intestinal epithelial cell function. In this study, we hypothesised that the stroke-induced activation of the sympathetic nervous system (SNS) and microbial dysbiosis disrupts intestinal epithelial cell metabolism, proliferation, and turnover, consequentially generating a microenvironment prone to impaired gut barrier integrity.

## Material and Methods

The data that support the findings of this study are available from the corresponding author upon reasonable request. All experiments were performed in compliance with the institutional guidelines and approved by Monash University Animal Ethics Committee. We randomly allocated animals to various groups by the coin-flip approach. The animal allocation was concealed to the investigators who performed data analysis. All authors had access to the study data and had reviewed and approved the final manuscript. Additional methods information can be found in Supplementary Information.

### Animals

Specific-pathogen free (SFP) C57BL/6J and *Adrb2*^*-/-*^ mice at 8–12 weeks old were obtained from Monash Animal Research Platform (MARP) or bred in-house and housed in a SPF facility at Monash Medical Centre Animal Facility (MMCAF; Clayton, VIC, Australia). Additionally, we obtained germ-free (GF) C57BL/6J mice from Germ Free Unit of Walter and Eliza Hall Institute of Medical Research (WEHI; Kew, VIC, Australia). *Adrb2*^*-/-*^ mice were initially obtained as *Adrb1/2*^*-/-*^ double knockout on a mixed background from Jackson Laboratory (RRID:IMSR_JAX:003810). We subsequently bred *Adrb2*^*-/-*^ single knockout mice and backcrossed them with C57BL/6J mice for ten generations. All animals used were male unless stated otherwise. Animals were housed under a 12-h light-dark cycle in a temperature-controlled environment with access to food and water *ad libitum*. All procedures described here were approved by the Monash University Animal Ethics Committee (MMCB/2016/10, MMCB/2018/002 and MMCB/2018/25BC).

### Middle Cerebral Artery Occlusion (MCAO) Model

To model cerebral ischaemia in rodents, mice underwent the permanent middle cerebral artery occlusion (pMCAO) surgery [6]. Mice were anaesthetised with intraperitoneal administration of 150 mg/kg ketamine and 10 mg/kg xylazine, and placed on a thermostatically regulated heat pad in order to maintain its body temperature at 37°C throughout the procedure. Hair was removed at the neck and the incision site was sterilised using 80% ethanol. A 10-mm incision was made at the neck and the right common carotid artery, external carotid artery, and internal carotid artery were isolated from the connective tissue. Blood flow to the common carotid artery and internal carotid artery was temporarily occluded using a vessel clip and a silk suture tension line, respectively. A silicon-coated monofilament (Doccol Corporation) with a diameter of 0.21–0.23 mm was threaded into the external carotid artery to occlude the blood flow of MCA. More than 70% drop in cerebral blood flow was confirmed by laser Doppler flowmetry. The neck incision was closed with sutures and the animal was left to recover from anaesthesia on a heating pad maintained at 37°C. As a surgical control, sham-operated animals underwent the same procedure except arterial occlusion. All animals had access to dishes of mash and water *ad libitum*, and were monitored closely after surgery. Animals that died unexpectedly during or after surgery were excluded from the study. To examine the contribution of the sympathetic nervous system on gut dysfunction post-stroke, 6-hydroxydopamine (6-OHDA; Sigma) diluted in saline (vehicle control) was injected intraperitoneally at a concentration of 100 mg/kg 3 days prior to sham or pMCAO surgery to chemically sympathectomise peripheral nerve terminals containing catecholamines.

### Gut Permeability Assay

To examine the extent of gut permeability after cerebral ischaemia, mice were orally gavaged with 500 mg/kg of the 4.4-kDa fluorescein-isothiocyanate-labelled dextran (FITC-dextran, Sigma) at 1 h after surgery. Four hours later, mice were anaesthetised with isoflurane, and blood was collected via cardiac puncture and deposited into an Eppendorf tube which was then inverted briefly and left to clot at room temperature (RT) for 5 min. Blood samples were centrifuged at 2.4*g* for 5 min at RT, and the serum phase was then collected and stored at −80°C until use. Sera were read at a gain of 750, excitation of 485, and emission of 520 nm on an Infinite M1000 PRO microplate reader (Tecan). A standard curve of known FITC-dextran concentrations with associated fluorescent absorbance was used to determine the FITC-dextran concentration of the samples. Each data point represents the average of two technical replicates of FITC–dextran concentration of each animal.

### Intravital Microscopy of the Ileum to Assess Blood Flow

To assess if stroke-induced gut permeability is due to changes in intestinal blood flow, we performed intravital microscopy of the ileum as previously described [26] and also revised. Briefly, 4 h following sham or pMCAO surgery, mice were anaesthetised using intraperitoneal administration of 150 mg/kg ketamine and 10 mg/kg xylazine. Animals were placed dorsal side onto a base plate, and thermostatically maintained at 37°C. A midline incision (approximately 30 mm) through the skin was made from the base of the abdomen to the top of the sternum. Vessels on the underside of the skin were cauterised, and an incision through the peritoneum was made at the bottom of the abdomen and extended to the base of the sternum. The ileum was isolated and placed onto a 3D-printed platform (serosa blood flow) or cut open to expose the lumen (villi blood flow), stabilised using a saline-soaked Kim wipe, and sealed using an imaging chamber plate. FITC-conjugated anti-mouse CD31 (390; eBioscience) or rhodamine-conjugated dextran and 5 μL of yellow-green microspheres (YG; Dia = 0.91 μ, SD = 0.017 μ, CV = 2%; Fluoresbrite; 9003-53-6) were administered intravenously to label the vasculature and detect blood flow, respectively. Imaging of the ileum via intravital microscopy was performed using an FVMPE-RS Multiphoton microscope (DM6000) at ×25 magnification (water; NA = 1.05) with Spectra-Physics InSight X3 laser and the Olympus FV315-SW software. A video recording of up to 33 s with a 0.03-s frame rate was taken across 3 fields of view (FOV) for each mouse. Microscopy videos were analysed using FIJI 1.53 by converting the videos into a hyperstack. To determine the rate of blood flow, the “Manual Tracking” plugin was used to calculate the velocity of the microbeads. In a blinded manner, a minimum of 10 microbeads was assessed for each FOV, and the results of the 3 FOV were averaged per mouse. Values were expressed as seconds per micrometre.

### Assessment of Cell Death via Flow Cytometry

At experimental endpoints, mice were culled via anaesthesia overdose and cervical dislocation. The intestinal tissue was dissected and separated approximately into duodenum, jejunum, and ileum (~10 cm each), as well as colon. Each segment was opened longitudinally along the mesenteric border, washed with sterile PBS, weighed, cut into 1-cm segments, and then incubated in EDTA solution (10% foetal calf serum (FCS, Life Technologies) in Ca^2+^ and Mg^2+^ free Hanks Balanced Salt Solution (HBSS) and 5 mM EDTA) for 45 min at 37°C at 120 rpm on a shaker. Next, the supernatant was filtered using a 70-µm filter and washed twice with PBS to remove EDTA. Single cells were treated with Fc Block (2.4G2; BD Pharmingen) and stained with APC-conjugated anti-EpCAM (G8.8; ThermoFisher), PE-conjugated anti-CD45 (30-F11; eBioscience), and BV421 Annexin V (BD Biosciences) in Annexin compatible buffer (2.5 mM CaCl_2_ in Ca^2+^ and Mg^2+^ free HBSS buffer) for 20 min on ice. To determine cell viability and count, 7-aminoactinomycin D (7-AAD; BioLegend) and 5 µL of counting beads (335925; BD) were added to the cells, respectively. Samples were processed using an LSR-Fortessa X20 (BD Biosciences), and the data were analysed using FlowJo 10.0.7 (Tree Star).

### Assessment of Cell Death Within the Epithelium of the Ileum

The ileum tissue was processed into Swiss-rolls, fixed overnight, embedded in paraffin wax, cut into 4-μm sections, and mounted onto slides as detailed above. To assess cell death by detection of fragmented DNA during apoptosis, tissue sections were stained with the terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) method in accordance with the Click-iT Plus TUNEL Assay protocol (Invitrogen, C10617). The sections were then counterstained for DAPI (Sigma-Aldrich) for 20 min at RT and coverslipped using DAKO fluorescence mounting medium (Agilent). A separate cohort of sections were incubated with rabbit anti-mouse cleaved caspase-3 (Casp3; Cell Signalling, 9661S) and Alexa Fluor 488-conjugated anti-mouse Ki67 (Invitrogen, 53-5698-82) overnight at 4°C. Sections were then stained with Alexa Flour 568-conjugated donkey anti-rabbit secondary antibody for 1 h at RT and counterstained with DAPI (Sigma-Aldrich). Imaging was performed with a Nikon A1R confocal microscope using ×40 and ×20 objective for TUNEL and Casp3, respectively. A total of 7 random FOV were captured for each mouse, and the resulting individual images were de-identified to facilitate blinded image analysis. The crypt and villus of the captured images were then sampled to yield 3 regions of interest (ROI) per intestinal sub compartment, and the total number of TUNEL-positive or Casp3-positive cells per total sampled crypt and villus were quantified.

### Whole-Genome RNA Sequencing of EpCAM^+^ Cells from the Small Intestine

RNA from epithelial cells was isolated using the RNeasy Mini kit as per manufacture protocol with minor modifications (Qiagen). One volume of 70% ethanol was added to the samples prior to transfer to RNeasy MinElute spin columns. Samples were centrifuged for 15 s at 8000*g*, and flow-through was discarded. A volume of 350 μL of Buffer RW1 was added to the samples and centrifuged for 15 s at 8000*g.* Flow-through was discarded before adding 80 μL of DNase I incubation mix (10 μL DNase I stock solution: 70 μL Buffer RDD). Samples were incubated for 15 min at RT. A volume of 350 μL of Buffer RW1 was added to the samples and centrifuged for 15 s at 8000*g*. The flow-through was discarded, and a volume of 500 μL Buffer RPE was added to the samples, followed by centrifugation for 15 s at 8000*g*. The flow-through was discarded. A volume of 500 μL of Buffer RPE was added to the samples and centrifuged for 15 s at 8000*g*. The flow-through was then discarded. The collection tube was replaced, and samples were centrifuged for 1 min at 8000*g*. The collection tube was replaced; 50 μL RNase-free water was added directly to the membrane of the column and centrifuged for 1 min at 8000*g* to elute the RNA. RNA samples isolated from epithelial cells from sham-operated and post-stroke mice were stored at −80°C.

The quality of the extracted RNA was tested using an RNA 6000 Pico kit on the Agilent 2100 Bioanalyser, and only samples containing distinguishable 18S and 28S peaks on the electropherogram were included in the study. An RNA cleavage approach was carried out to remove ribosomal RNA. Library construction and cDNA synthesis were performed using the Trio RNA-sequencing library preparation kit (protocol M01440v2, 2017; Tecan). Manual denaturing and on-board clustering were carried out using 70 pM of library pool containing 1% PhiX (protocol 1000000109376 v3, 2020; Illumina). Sequencing was carried out on a NextSeq 2000 (Illumina) with P3 reagents and paired-end reading of 100 base pairs. Approximately 35 million reads were sequenced for each sample.

To process and analyse the RNA sequencing data, the interactive web tool Degust 4.1.1 was used by the Monash Bioinformatics Platform (MBP) in a blinded manner [27]. MultiQC 1.10.1 located within Degust was used to visualise and track the statistical data obtained during the preparation of the gene library (https://multiqc.info/). Firstly, the quality of the raw reads in the gene library was assessed with FastQC. Gene libraries were then aligned to the *Mus* *musculus* reference genome (GRCm38) using STAR through the rnasik 1.5.4 pipeline, whereby approximately 82% of the aligned data were considered as uniquely mapped reads [28]. Genomic features assigned (approximately 40%) to the library were quantified using featureCounts [29]. The following general alignment (BAM) files were indexed using SAMtools [30]. The quality of the aligned reads was then checked using Picard.

In Degust, the Limma-Voom method was used to calculate differentially expressed (DE) genes between the sham and pMCAO groups. Samples were corrected for batch effects across different days of tissue collection. As quality control measures, the *p*-value distribution, library size, and gene expression (counts per million (CPM)) were compared between samples. Differentially expressed genes were considered significant if the false discovery rate (FDR) was ≤ 0.05 and absolute logFC = 1. DE genes were further analysed to study gene ontologies (GO), gene enrichment, and protein-protein interactions. Over-represented GO terms associated with specific biological processes (BP) were obtained using The Gene Ontology Consortium database (PANTHER 16.0 Overrepresentation test; Fisher’s exact test; FDR < 0.05 by the Benjamin and Hochberg method) [31–33]. Biological pathway analysis was carried out using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [34, 35].

### Intestinal Organoids

The distal third (9 cm from caecum) of the small intestine was isolated from wild-type mice. Epithelial crypts were isolated according to established procedures [36], but scraping of the coverslip was avoided to increase the recovery of crypt material. Crypts were resuspended in Matrigel and grown in a small intestinal culture medium. Established organoids were passaged using mechanical disruption and replated for use at passage 2 or 3. For assays, organoids were passaged using a P1000 tip and suspended in Matrigel to achieve 120–150 fragments per well of a 48-well plate. In total, 20 μL of Matrigel with organoid fragments was seeded per well and fed with media every 2 days until organoids formed budding structures at day 4. Organoids were treated with noradrenaline (0.1, 1, 10, or 100 μM) or vehicle (PBS), on day 4 for 5 h, before being harvested. Brightfield images were collected at 0 h, 2.5 h, and 5 h (EVOS FL Imaging System). At 5 h, supernatant and organoids were collected from quadruplicate wells per concentration, and additional triplicate wells were stained with EarlyTox assay and imaged using an ImageXpress PICO system, followed by fixation (5% formalin). MetaXpress software was used to measure the total number of dead cells per well for each condition. Fixed organoids were stained with DAPI and images were captured using the EVOS M7000 Imaging system. Triplicate measurements from separate wells within experiments were averaged, and the averages of these compared between experiments. Organoid experiments were completed with four independent biological replicates.

### Statistical Analysis

The data were analysed using the GraphPad Prism software. Normality testing was done using the Shapiro-Wilk test. Parametric data were compared by unpaired two-tailed Student’s *t*-test or two-way ANOVA with the Holm-Šídák multiple comparisons test. Non-parametric data were compared by the unpaired two-tailed Mann-Whitney *U*-test or one-way ANOVA with the Kruskal-Wallis *H* test. Organoid experiment was analysed using the Friedman test. Outliers were assessed using the GraphPad outlier calculator (Grubbs’ test; Alpha = 0.05). Graphical data are shown as mean ± standard error of the mean (SEM). Statistical significance is accepted at *p* < 0.05.

## Results

### Stroke-Induced Gut Permeability Is Independent of Intestinal Perfusion and Inflammation

Clinically, fewer than 15% of ischaemic stroke patients are given thrombolytic agents to restore blood supply to the brain; though some may experience spontaneous reperfusion, many do not necessarily undergo reperfusion [37]. For this reason, we utilised the permanent middle cerebral artery occlusion (pMCAO) model of experimental stroke to examine whether post-stroke mice exhibit gut barrier impairment, and further explored the possible mechanisms of this post-stroke gut pathology. Using the well-characterised *in vivo* assay [6], we found a significantly higher concentration of the orally gavaged FITC-dextran in the serum of pMCAO mice compared to sham-operated mice at 5 h following surgery (Fig. 1a). This indicates that gut permeability is elevated during the acute stages of this model of experimental stroke. This finding is consistent with our previous study where a milder model of experimental stroke was utilised to reveal that the ileal tissue was most affected after cerebral ischaemia-reperfusion injury [6]. Informed by this, we focused this study on the effect of non-reperfused cerebral ischaemia on the ileum and investigated the potential mechanisms for post-stroke gut permeability. Altered intestinal perfusion and mucosal inflammation have previously been shown to contribute to gut leakiness [38, 39]. At 5 h following surgery, we found comparable blood flow velocity at the ileum serosa (Fig. 1b–e), whilst villi microvasculature demonstrated enhanced blood velocity post-stroke (Fig. 1f–i). These findings suggest hypoperfusion is unlikely to be contributing factor to acute gut permeability after stroke. In addition, we detected similar expression levels of inflammatory markers (Supplemental Fig. 1), and found no histological differences between the ileum of sham-operated (Supplemental Fig. 2a) and post-stroke mice (Supplemental Fig. 2b). Moreover, the length of intestine (Supplemental Figure 2c) and ileal villi length (Supplemental Fig. 2d) were similar between pMCAO and sham-operated mice at this timepoint. Taken together, our data indicates that experimental stroke does not lead to altered intestinal perfusion, inflammation, or macroscopic structural changes at the timepoint of elevated gut permeability.

**Fig. 1:**
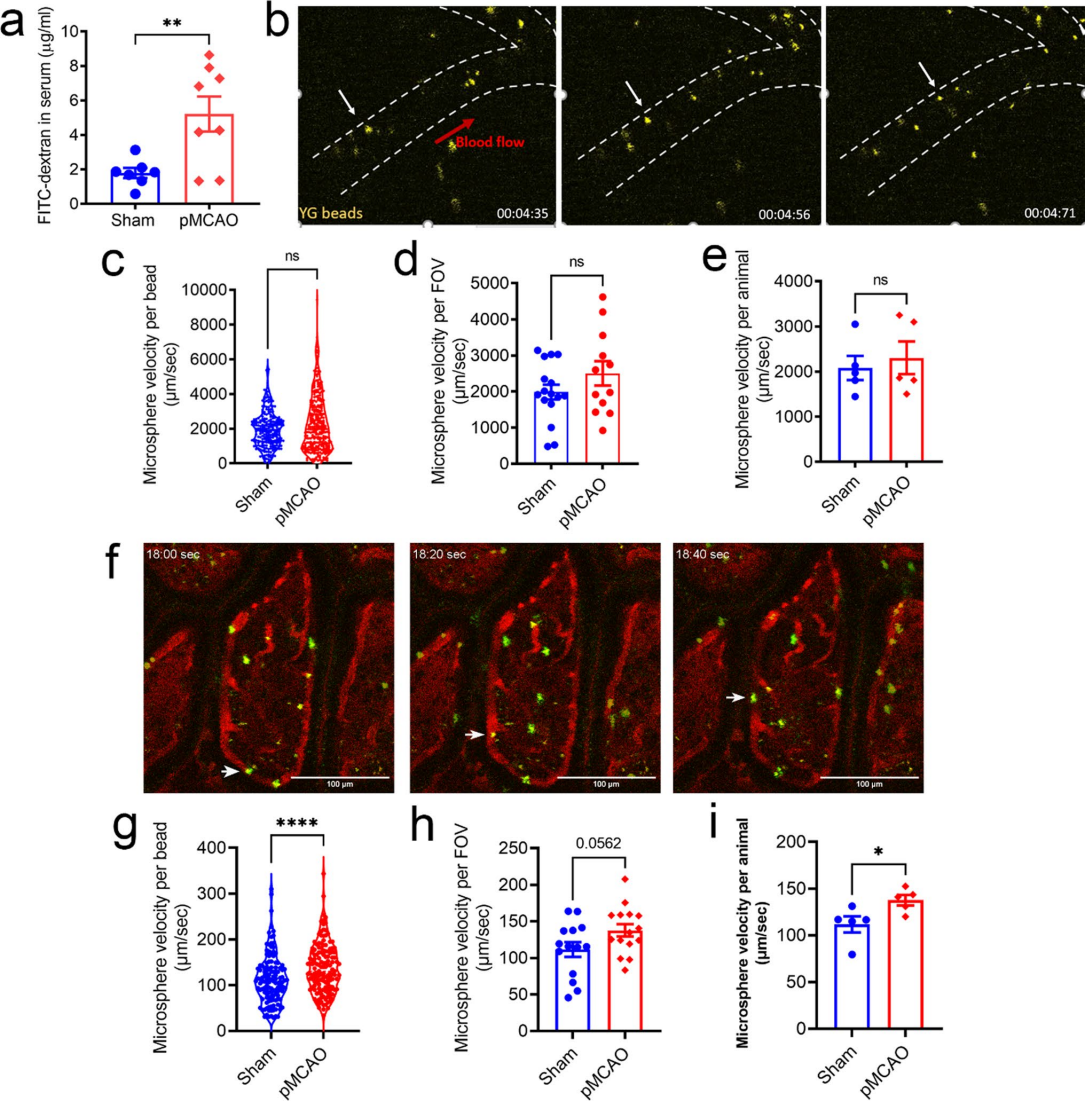
Stroke-induced gut permeability is not contributed by reduced intestinal perfusion. **a** Quantitative analysis of FITC-dextran concentration in the serum (µg/mL; sham: *n* = 7; pMCAO: *n* = 8). ** *p* <0.01 versus sham by unpaired two-tailed Student’s *t*-test. The ileal serosal (**b–e**) and villus microvasculature (**f–i**) blood flow in mice that underwent sham or permanent middle-cerebral occlusion (pMCAO) surgery was measured via *in vivo* imaging. **b** Representative images of microbeads (yellow; white arrow) in the blood vessel of ileal serosa (denoted by the white dotted lines). Quantification of individual microbead velocity was assessed, and each data point represents **c** the velocity per bead assessed, **d** the average value per field of view (FOV), or **e** the average value per animal. **f** Representative images of microbeads (green; white arrow) in the blood vessel of ileal villi. Quantification of individual microbead velocity was assessed, and each data point represents **g** the velocity per bead assessed, **h** the average value per field of view (FOV), or **i** the average value per animal (*n* = 5 animals per group). ns denotes not statistically significant, *p <0.05, ****p <0.0001 versus sham by assessed by unpaired two-tailed Mann-Whitney *U*-test in (**c,** **e, g, i**) and unpaired two-tailed Student’s *t*-test in (**d, h**). Data are shown as mean ± SEM

**Fig. 2:**
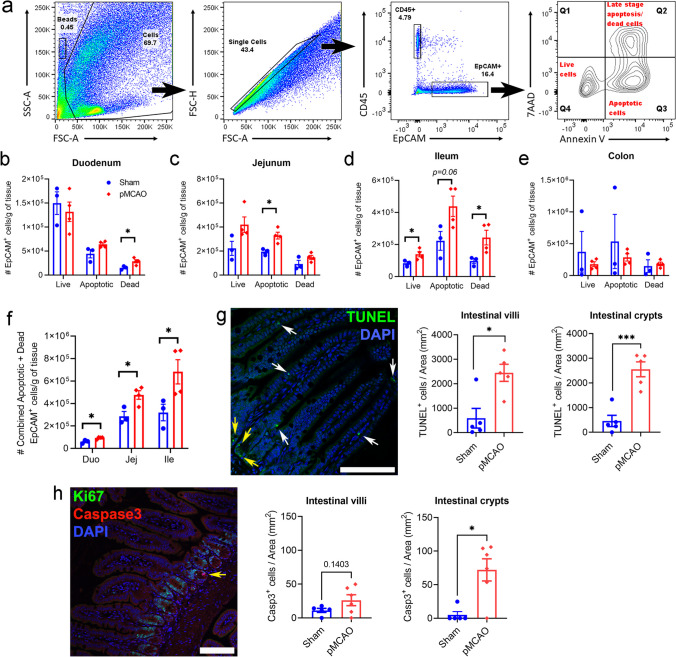
Elevated intestinal epithelial cell death and permeability at 5 h after stroke. **a** Gating strategy for assessment of intestinal epithelial cell death via flow cytometry. Quantitative analysis of live, apoptotic, and dead epithelial cells in the duodenum (**b**), jejunum (**c**), ileum (**d**), and colon (**e**). **f** Quantitative analysis of combined apoptotic and dead epithelial cells in small intestinal regions (sham: *n* = 3; pMCAO: *n* = 4; *p < 0.05 versus sham by unpaired two-tailed Student’s *t*-test). **g** Representative image of TUNEL staining in the ileum (scale bar = 100 µm; white arrows denote TUNEL^+^ cells in the villi; yellow arrows denote TUNEL^+^ cell in crypt) and quantitative analysis of TUNEL^+^ cells per area (mm^2^) in the intestinal villi and crypts (villi: *n* = 5 for both groups). *p < 0.05 versus sham by unpaired two-tailed Mann-Whitney *U* test; ***p < 0.001 versus sham by unpaired two-tailed Student’s *t*-test. **h** Representative image of cleaved caspase-3 (Casp3) staining in the ileum (scale bar = 100 µm; yellow arrow denotes Casp3^+^ cell in crypt). Quantitative analysis of Casp3^+^ cells per area (mm^2^) in the intestinal villi (sham: *n* = 5; pMCAO: *n* = 6; unpaired two-tailed Student’s *t*-test) and crypts (sham: *n* = 5; pMCAO: *n* = 6; *p < 0.05 versus sham by unpaired two-tailed Mann-Whitney *U* test. Data are shown as mean ± SEM

### Elevated Intestinal Epithelial Cell Turnover After Stroke

We next tested the hypothesis that post-stroke gut permeability is attributed to excessive intestinal epithelial cell death triggered by cerebral ischaemia. We performed flow cytometry on various gut regions of sham-operated and post-stroke mice to examine the expression of markers known to detect apoptotic (Annexin V) and dead cells (7AAD). Using published gating strategies (Fig. 2a), we defined live cells as EpCAM^+^7AAD^-^Annexin V^-^ (Q4); apoptotic cells as EpCAM^+^7AAD^-^Annexin V^+^ (Q3); and late-stage apoptotic/dead cells as EpCAM^+^7AAD^+^Annexin V^-^ (Q2). We detected significantly elevated apoptotic or dead epithelial cells in the duodenum (Fig. 2b), jejunum (Fig. 2c), and ileum (Fig. 2d) in post-stroke mice compared to their sham-operated counterparts. This stroke-induced intestinal epithelial cell death was not found in the colon (Fig. 2e). Given that the post-stroke ileum demonstrated the greatest number of combined apoptotic and dead epithelial cells (Fig. 2f), we next performed TUNEL and immunofluorescence of cleaved caspase-3 (Casp3) to investigate whether these cells were located on ileal proliferative cells (confined to crypts) or differentiated cells (predominantly occupying the villi). At 5 h after surgery, we found significant increase of TUNEL^+^ cells in the epithelial villi and crypts in the ileum of post-stroke mice compared to their sham-operated counterparts (Fig. 2g). Moreover, we observed cells undergoing apoptosis in the intestinal crypt after stroke, a phenomenon rarely seen in their sham-operated counterparts (Fig. 2h).

In additional to the novel findings of increased intestinal epithelial cell death in the ileum of pMCAO mice at 5 h, we found elevated expression of markers of stem and progenitor cells, including *Bmi1* (Fig. 3a), *Olfm4* (Fig. 3b), and *Hes1* (Fig. 3c) [40–43]. Furthermore, we detected a greater number of mucin-producing goblet cells, which were morphologically similar to the sham cohort, in the small intestine at 5 h post-stroke (Fig. 3d). Conceivably, the upregulation of markers for stem and progenitor cells, and elevated goblet cell numbers are to counteract the enhanced intestinal cell death at 5 h after stroke. Therefore, we proposed that these changes are part of an adaptive host response to robustly replace dying epithelial cells to prevent further gut leakiness after stroke.

**Fig. 3:**
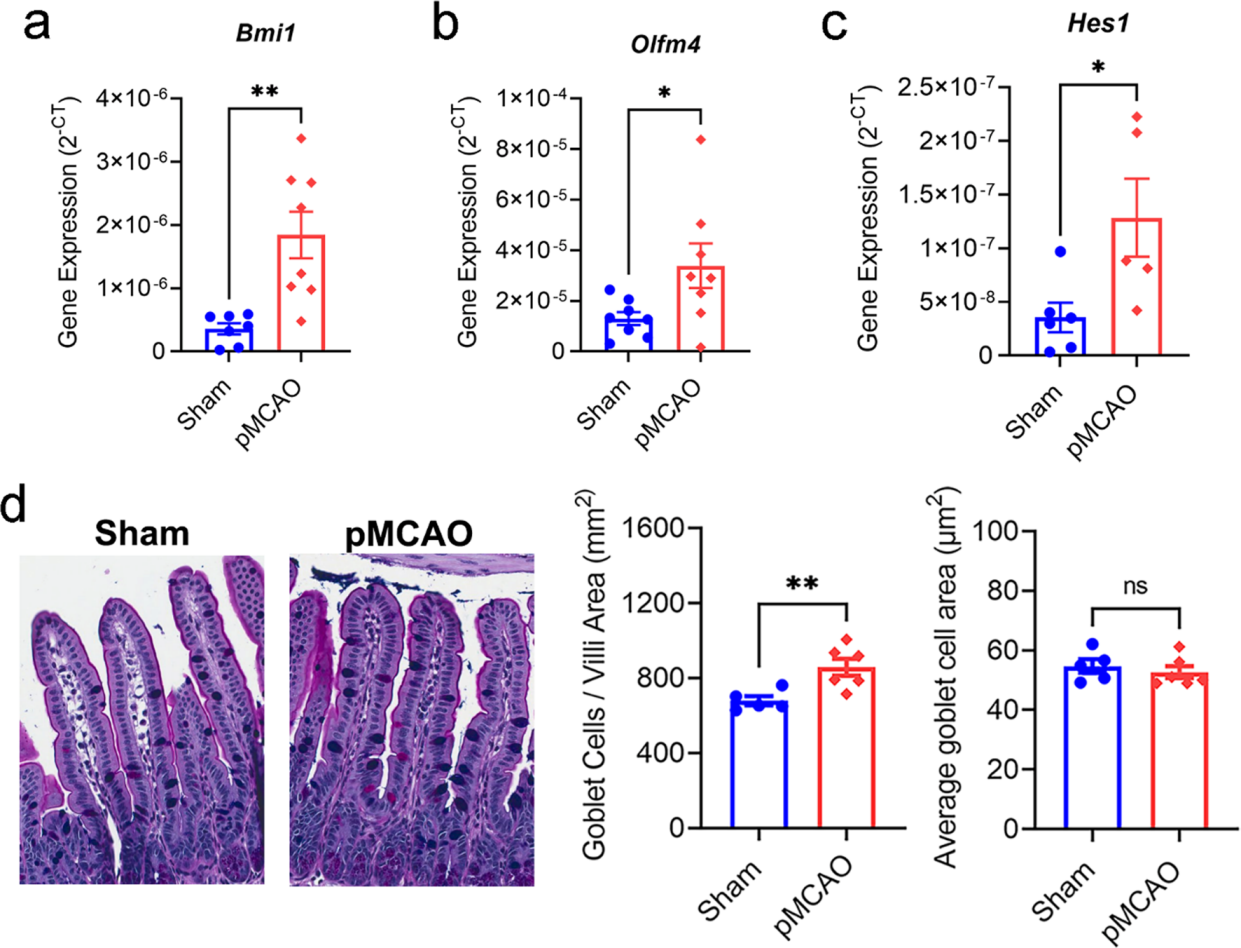
Altered stem and progenitor cell gene signatures at 5 h after stroke. Gene expression analysis of *Bmi1* (**a**), *Olfm4* (**b**), and *Hes1* (**c**) in epithelial cells of the whole small intestine via qPCR. (**d**) Representative images of goblet cells in the ileum tissue via PAS-Alcian blue staining, quantitative analysis of number of goblet cells per area (mm^2^), and average goblet cell area (µm^2^; sham: *n* = 5; pMCAO: *n* = 6). *p < 0.05, **p < 0.01 versus sham by unpaired two-tailed Student’s* t*-test. Each data point represents the average value of one animal. Data are shown as mean ± SEM

In support of this notion, we found post-stroke gut permeability was no longer observed at 24 h following stroke onset (Fig. 4a), a finding consistent with our previous report using a milder model of experimental stroke [6]. Additionally, stroke-induced cell death in the ileum was no longer observed at this timepoint (Fig. 4b). Instead, at 24 h after stroke, we observed significantly higher epithelial expression of stem cell marker *Lgr5* (Fig. 4c) [44], and a greater number of cells within intestinal crypts (Fig. 4d) which were highly expressing the proliferative marker Ki67 (Fig. 4e, f). Furthermore, the elevated crypt–villi area ratio at 24 h after stroke is indicative of enhanced epithelial cell proliferative capacity in the intestinal crypts (Fig. 4g). Next, we investigate if the goblet cell population, important for maintaining the mucus barrier, was altered 24 h after stroke. We observed increased *Muc2* expression (Fig. 4h), and correspondingly greater number and size of goblet cells (Fig. 4i) in the post-stroke animals. In contrast, there was reduced expression of *Ephb2* (Fig. 4j) and *Lzp* (Fig. 4k) as well as Lzp staining (Fig. 4e, l) in post-stroke mice compared to sham-operated controls, indicating there were less transit amplifying progenitor cells and antibacterial Paneth cells after stroke, respectively. Collectively, our findings suggest that stroke promotes intestinal epithelial cell death and activates stem and progenitor cells to stimulate proliferation and crypt hyperplasia, possibly as a host compensatory mechanism to adapt to impaired gut barrier integrity following brain injury.

**Fig. 4:**
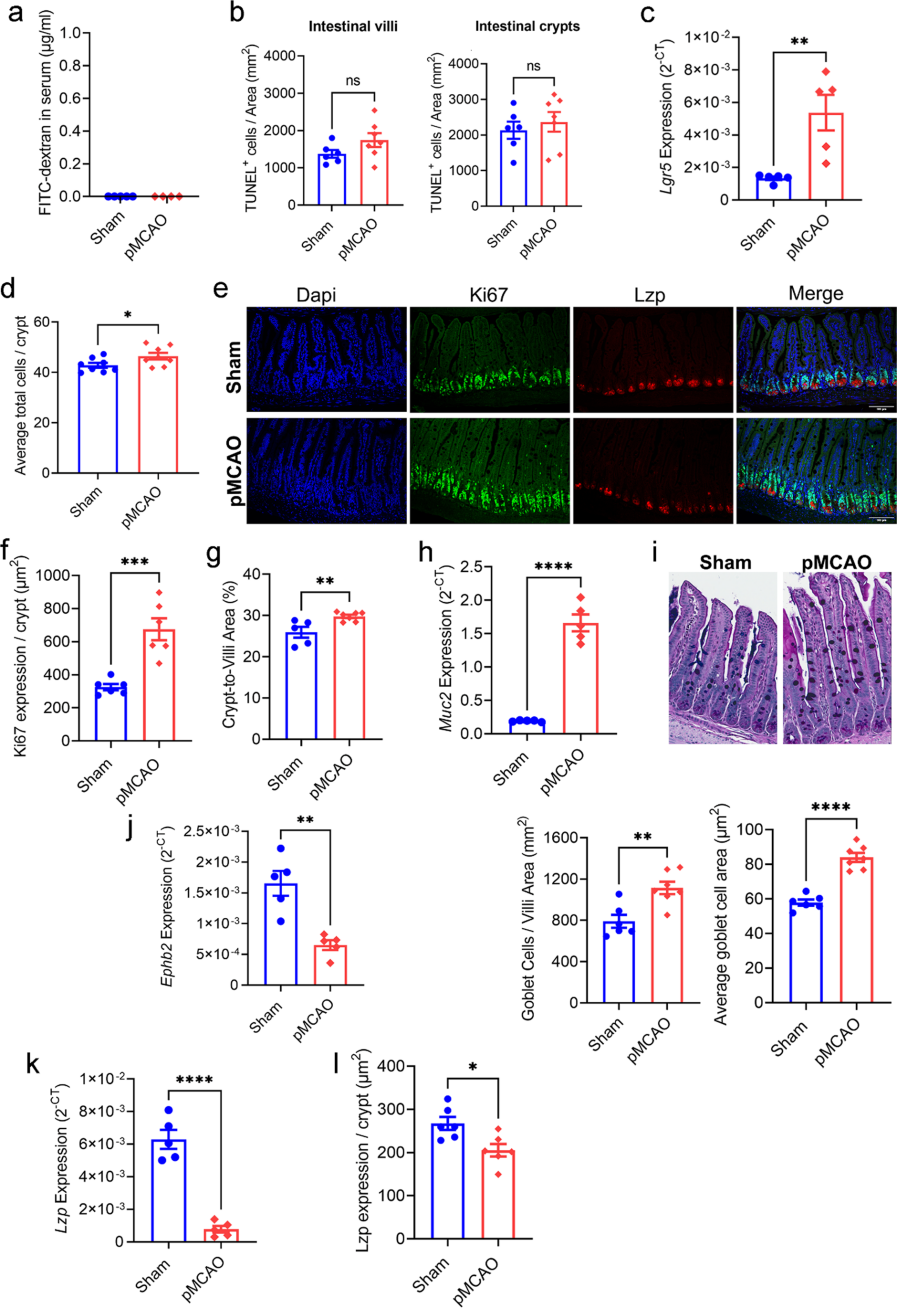
Crypt and goblet cell hyperplasia at 24 h after stroke.** a** Quantitative analysis of FITC-dextran concentration in the serum (µg/mL; sham: *n* = 5; pMCAO: *n* = 4). **b** Quantitative analysis of TUNEL^+^ cells per area (mm^2^) in the intestinal villi and crypts (sham: *n* = 6; pMCAO: *n* = 7 for both groups). Unpaired two-tailed Student’s *t*-test. **c** Gene expression analysis of *Lgr5* in epithelial cells of the whole small intestine via qPCR (*n* = 6 per group). **p < 0.01 versus sham by unpaired two-tailed Mann-Whitney *U* test. **d** Average number of cells per ileal crypt (*n* = 8 per group). *p < 0.05 versus sham by unpaired two-tailed Student’s *t*-test. **e** Representative image of Ki67^+^ and Lzp^+^ cells in the intestinal of sham-operated and post-stroke mice at 24 h (scale bar = 100 µm). **f** Quantitative analysis of Ki67 expression per crypt at 24 h (*n* = 6 per group). ***p < 0.001 versus sham by unpaired two-tailed Student’s *t*-test. **g** Ileal crypt to villi area ratio (sham: *n* = 5; pMCAO: *n* = 7). **p < 0.01 versus sham by unpaired two-tailed Student’s* t*-test. **h** Gene expression analysis of *Muc2* in epithelial cells of the whole small intestine via qPCR (*n* = 5 per group). ****p < 0.0001 versus sham by unpaired two-tailed Student’s *t*-test. **i** Representative images of goblet cells in the ileum tissue via PAS-Alcian blue staining, quantitative analysis of number of goblet cells per area (mm^2^), and average goblet cell area (µm^2^; sham: *n* = 6; pMCAO: *n* = 7). **p < 0.01, ****p < 0.0001 versus sham by unpaired two-tailed Student’s *t*-test. Gene expression analysis of *Ephb2* (**j**) and *Lzp* (**k**) in epithelial cells of the whole small intestine via qPCR (*n* = 5 for both groups). **p < 0.01, ****p < 0.0001 versus sham by unpaired two-tailed Student’s *t*-test. **l** Quantitative analysis of Lzp expression per crypt at 24 h (*n* = 6 per group). *p < 0.05 versus sham by unpaired two-tailed Student’s *t*-test. Each data point represents the average value of one animal. Data are shown as mean ± SEM

### Transcriptomic Changes in Enterocytes After Stroke

To the best of our knowledge, stroke-induced intestinal cell death followed by epithelial proliferation has not been reported previously. To gain insight into the impact of stroke on the molecular machinery of the intestinal epithelium proliferation, we performed RNA sequencing on the EpCAM^+^ epithelial cell population from the small intestine of sham-operated and post-stroke mice at 24 h. We discovered 38 significant differentially expressed (DE) genes in the epithelial cells of pMCAO animals compared to the sham-operated group (Fig. 5a). We have listed these genes in the order of significance in Table 1, and functionally categorised them into “Cell proliferation and differentiation” (Fig. 5b), “Metabolism” (Fig. 5c), “Cell-cell interaction” (Fig. 5d), “Host defence” (Fig. 5e), and “Others” (Fig. 5f). Next, the biological relevance of the 38 DE genes in epithelial cells altered by stroke was assessed using gene ontology (GO) analysis. Over-represented GO terms associated with biological processes (BP) were determined using PANTHER [31–33]. Genes with no identifiable protein counterpart were excluded from the analysis, and these were *RP23-479D21* and *Gm38331*. It was found that all 14 of the GO terms were associated with carbohydrate metabolism, with the most significantly associated BP being the “fructose metabolic process” (Table 2). Next, the biological pathway that these DE genes participate in was studied using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [34, 35]. Six biological pathways were identified, and they were all associated with cell metabolism (Table 3). Specifically, KEGG revealed that the pathway most significantly associated with the DE genes was the “fructose and mannose metabolism” pathway. Given dietary fructose improves the survival of intestinal cells and nutrient absorption [45], our findings reveal that although stroke may dysregulate *de novo* epithelial cell replenishment, the adaptive hyperactivation of fructose metabolism within pre-existing epithelial cells may act to enhance cell survivability and ameliorate intestinal barrier disruption.

**Fig. 5:**
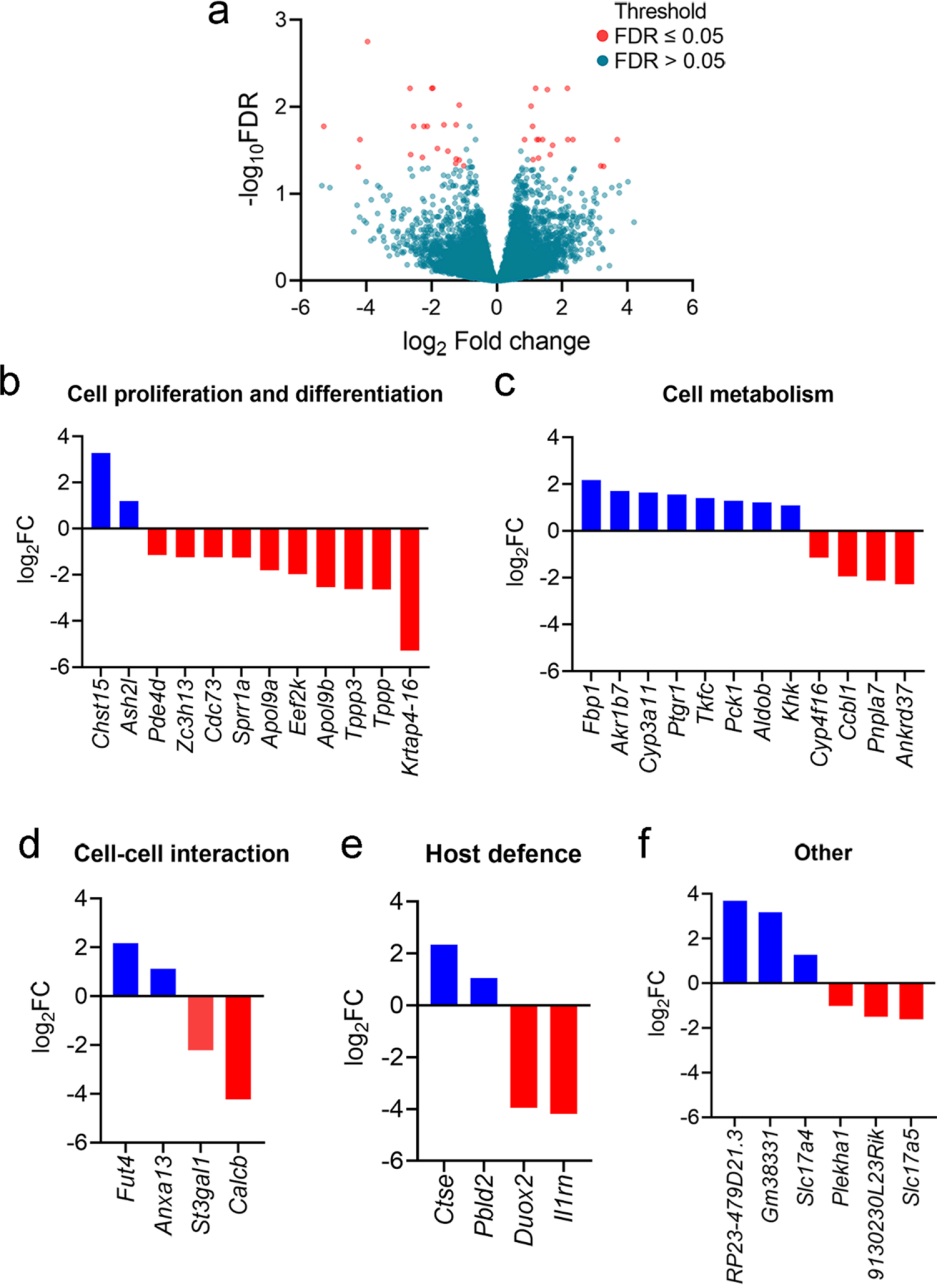
Enhanced fructose metabolism in post-stroke enterocytes. **a** Volcano plot showing differentially expressed genes in in epithelial cells from the whole small intestine at 24 h (sham: *n* = 7; pMCAO: *n* = 6). The plot shows false discovery rate (-log_10_FDR) versus log_2_ fold change (log_2_ FC). Differentially expressed genes are shown in red (FDR of ≤ 0.05, absolute log FC = 1, Voom/limma). Log2 fold change of genes related to **b** cell proliferation and differentiation, **c** cell metabolism, **d** cell-cell interaction, **e** host defence, and **f** other (sham: *n* = 7; pMCAO: *n* = 6)

**Table 1:** Differentially expressed genes in EpCAM^+^ epithelial cells

Gene name	Protein names	Stroke fold change relative to sham (logFoldChange)	Average expression	False discovery rate
*Duox2*	Dual oxidase 2	−3.96	5.66	1.77E−03
*Ccbl1*	Glutamine transaminase K	−1.96	5.32	6.08E−03
*Tppp*	Tubulin polymerization promoting protein	−2.66	4.88	6.11E−03
*Eef2k*	Eukaryotic elongation factor−2 kinase	−1.99	5.25	6.11E−03
*Ash2l*	ASH2 like histone lysine methyltransferase complex subunit	1.19	4.82	6.11E−03
*Fut4*	Fucosyltransferase 4	2.16	2.87	6.11E−03
*Ptgr1*	Prostaglandin reductase 1	1.55	5.02	6.33E−03
*Pde4d*	Phosphodiesterase 4D, cAMP specific	−1.15	6.23	9.53E−03
*Pbld2*	Phenazine biosynthesis-like protein domain containing 2	1.05	5.66	9.80E−03
*Zc3h13*	Zinc finger CCCH type containing 13	−1.24	7.53	1.61E−02
*Slc17a5*	Solute carrier family 17 (anion/sugar transporter), member 5	−1.62	6.07	1.61E−02
*Krtap4-16*	Keratin associated protein 4-16	−5.29	−1.12	1.67E−02
*St3gal1*	ST3 beta-galactoside alpha-2,3-sialyltransferase 1	−2.23	5.92	1.67E−02
*Apol9b*	Apolipoprotein L 9b	−2.54	5.40	1.67E−02
*Pnpla7*	Patatin-like phospholipase domain containing 7	−2.13	3.82	1.67E−02
*Khk*	Ketohexokinase	1.10	5.83	1.67E−02
*Ctse*	Cathepsin E	2.33	1.74	2.37E−02
*Fbp1*	Fructose bisphosphatase 1	2.17	2.07	2.37E−02
*Tkfc*	Triokinase, FMN cyclase	1.40	6.21	2.37E−02
*Il1rn*	Interleukin 1 receptor antagonist	−4.19	−1.68	2.37E−02
*Pck1*	Phosphoenolpyruvate carboxykinase 1, cytosolic	1.29	7.87	2.37E−02
*Aldob*	Aldolase B, fructose-bisphosphate	1.23	10.53	2.37E−02
*RP23-479D21.3*	N/A	3.69	−1.10	2.37E−02
*Akr1b7*	Aldo-keto reductase family 1, member B7	1.71	4.31	2.77E−02
*Apol9a*	Apolipoprotein L 9a	−1.82	6.32	3.01E−02
*9130230L23Rik*	N/A	−1.50	5.55	3.22E−02
*Cyp3a11*	Cytochrome P450, family 3, subfamily a, polypeptide 11	1.63	7.26	3.53E−02
*Tppp3*	Tubulin polymerization-promoting protein family member 3	−2.64	3.11	3.53E−02
*Ankrd37*	Ankyrin repeat domain 37	−2.28	3.76	3.81E−02
*Slc17a4*	Solute carrier family 17 (sodium phosphate), member 4	1.28	6.93	3.89E−02
*Cdc73*	Cell division cycle 73, Paf1/RNA polymerase II complex component	−1.25	6.15	3.97E−02
*Anxa13*	Annexin A13	1.11	6.45	4.03E−02
*Cyp4f16*	Cytochrome P450, family 4, subfamily f, polypeptide 16	−1.15	6.37	4.07E−02
*Sprr1a*	Small proline-rich protein 1A	−1.26	3.90	4.48E−02
*Gm38331*	Predicted gene, 38331	3.18	−1.85	4.77E−02
*Plekha1*	Pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 1	−1.01	7.80	4.77E−02
*Chst15*	Carbohydrate sulfotransferase 15	3.27	0.94	4.84E−02
*Calcb*	Calcitonin-related polypeptide, beta	−4.24	−1.38	4.91E−02

**Table 2:** Gene ontology terms associated with differentially expressed genes in EpCAM^+^ intestinal epithelial cells

Gene ontology (biological process)	Gene ontology ID	No. of associated genes	Fold enrichment	-log_10_ False DiscoveryRate
Fructose metabolic process	GO:0006000	4	> 100	3.97881
Fructose catabolic process to hydroxyacetone phosphate and glyceraldehyde-3-phosphate	GO:0061624	3	> 100	3.56225
Glycolytic process through fructose-1-phosphate	GO:0061625	3	> 100	3.46471
Monosaccharide metabolic process	GO:0005996	6	24.76	3.40121
Pyruvate metabolic process	GO:0006090	5	42.45	3.37572
Fructose catabolic process	GO:0006001	3	> 100	3.34008
Hexose metabolic process	GO:0019318	6	28.3	3.18709
Glyceraldehyde-3-phosphate metabolic process	GO:0019682	3	> 100	3.14388
Carbohydrate metabolic process	GO:0005975	7	10.1	2.02457
Hexose catabolic process	GO:0019320	3	89.14	1.92445
Monosaccharide catabolic process	GO:0046365	3	77.51	1.80134
Hexose biosynthetic process	GO:0019319	3	63.67	1.60206
Metabolic process	GO:0008152	25	1.99	1.40782
Monosaccharide biosynthetic process	GO:0046364	3	52.44	1.4034

**Table 3:** Biological pathway analysis of differentially expressed genes in EpCAM^+^ intestinal epithelial cells via KEGG

Pathway name	Pathway ID	Adjusted *p*-value	-log10 of adjusted *p*-value	Proteins
Fructose and mannose metabolism	KEGG:00051	6.40E−07	6.193709446	KHK, FBP1, TKFC, ALDOB, AKR1B7
Metabolic pathways	KEGG:01100	0.004711851	2.326808419	KYAT1, FUT4, PDE4D, ST3GAL1, KHK, FBP1, TKFC, PCK1, ALDOB, AKR1B7, CYP3A11
Glycolysis/gluconeogenesis	KEGG:00010	0.007012163	2.154148009	FBP1, PCK1, ALDOB
Pentose phosphate pathway	KEGG:00030	0.022860201	1.640919951	FBP1, ALDOB
Carbon metabolism	KEGG:01200	0.022860201	1.640919951	FBP1, TKFC, ALDOB
AMPK signalling pathway	KEGG:04152	0.022860201	1.640919951	EEF2K, FBP1, PCK1

#### Stroke-Induced Intestinal Epithelial Cell Turnover Is Independent of Microbiota

Microbial dysbiosis is evident after stroke, and it has been suggested to promote gut barrier disruptions and worsening of stroke outcomes [23, 46, 47]. To test if intestinal epithelial cell death after stroke is influenced by microbial changes, we examined the ileum of sham-operated and post-stroke mice raised in a germ-free (GF) facility. Notably, bacterial colonisation is fundamental and indispensable for normal immunity and intestinal homeostasis; therefore, it is not our intention to compare SPF vs GF animals. Instead, we have utilised GF animals in this study to investigate if cerebral ischaemia elicits direct changes to the gut epithelium dependent of post-stroke dysbiosis. Our data revealed that the stroke-induced augmentation of intestinal epithelial cell death at 5 h in the SPF mice (see Fig. 1) was also observed in the GF animals (Fig. 6a). Furthermore, the post-stroke elevation of goblet cell numbers at 5 h (Fig. 6b) and 24 h (Fig. 6c) was evident in GF mice. These findings indicated that stroke-induced intestinal epithelial cell death and goblet cell hyperplasia are not influenced by post-stroke microbial dysbiosis.

**Fig. 6:**
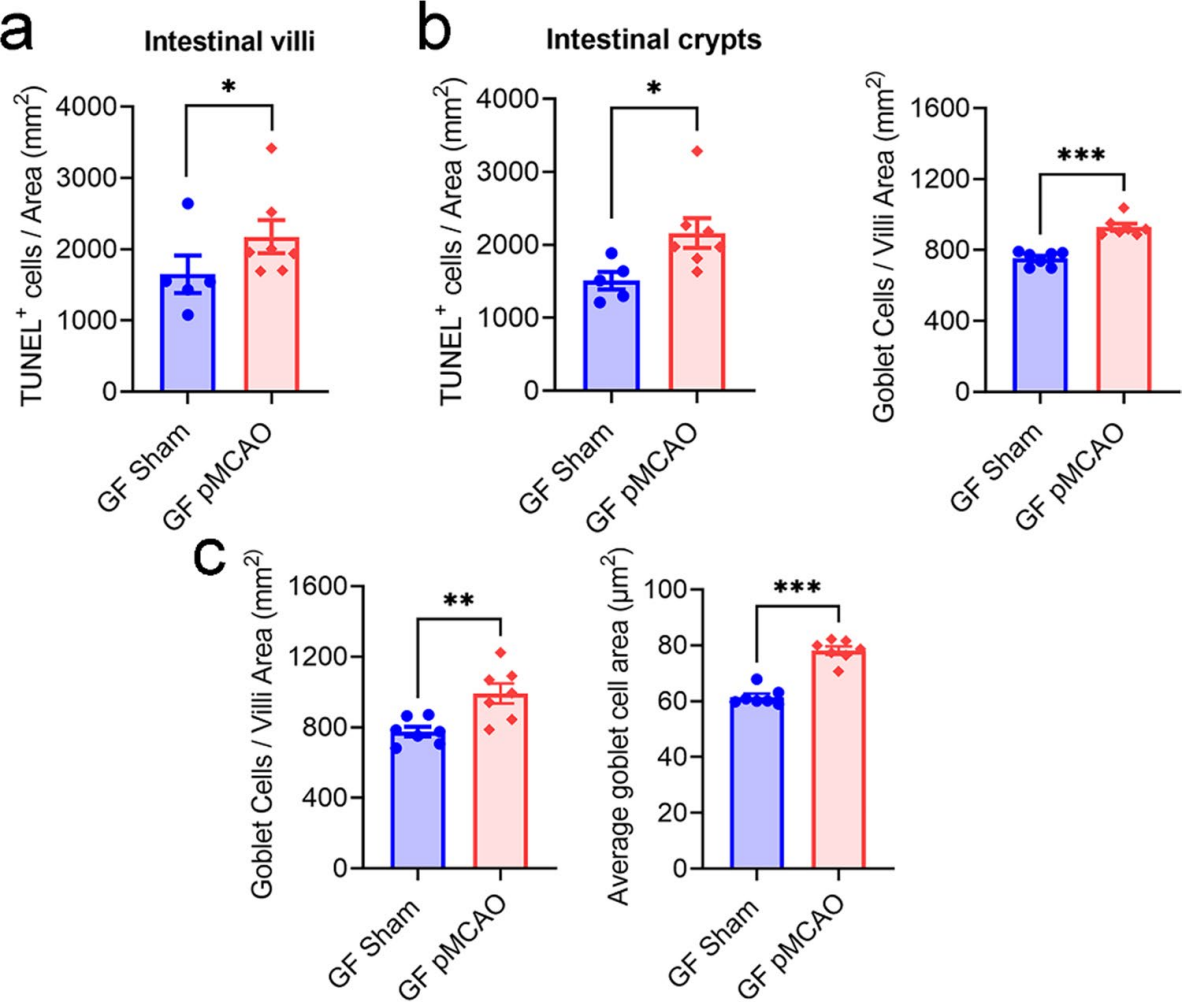
Stroke-induced intestinal epithelial cell death is independent of microbiota. Germ-free (GF) mice of C57BL/6J background underwent sham or permanent middle-cerebral occlusion (pMCAO) surgery. **a** Quantitative analysis of TUNEL^+^ cells per area (mm^2^) in the intestinal villi and crypts at 5 h (sham: *n* = 5; pMCAO: *n* = 7). *p < 0.05 versus sham by unpaired two-tailed Mann-Whitney *U* test. **b** Quantitative analysis of number of goblet cells per area (mm^2^) at 5 h (*n* = 7 for both groups). ***p < 0.001 versus sham by unpaired two-tailed Mann-Whitney *U* test. **c** Quantitative analysis of number of goblet cells per area (mm^2^) at 24 h (*n* = 7 for both groups). **p < 0.01 versus sham by unpaired two-tailed Student’s *t*-test. Mean goblet cell area (µm^2^; sham: *n* = 6; pMCAO: *n* = 7). ***p < 0.001 versus sham by unpaired two-tailed Mann-Whitney *U* test. Each data point represents the average value of one animal. Data are shown as mean ± SEM

### Post-Stroke Gut Permeability and Cell Death Is Mediated by Sympathetic Signalling

The autonomic nervous system is intimately involved in the regulation of intestinal epithelium turnover processes, as denervation of either sympathetic or parasympathetic nerves to the intestine alters intestinal epithelial cell proliferation [19]. Therefore, we next investigated if activation of the SNS, as often observed in experimental [48] and clinical [49–53] stroke, is responsible for the increased intestinal cell death, elevated gut barrier leakiness, and crypt and goblet cell hyperplasia. Indeed, we observed an elevated amount of noradrenaline (NA) in the ileal tissue at 5 h after stroke (Fig. 7a). Stroke-induced epithelial cell death and apoptosis in the ileum were completely inhibited by the specific pharmacological denervation of peripheral neuronal terminals containing catecholamines with 6-hydroxydopamine treatment (6-OHDA; Fig. 7b). Correspondingly, post-stroke gut permeability at 5 h was not evident in mice deficient of adrenergic receptor ADRB2 (Fig. 7c). Furthermore, goblet cell hyperplasia in the ileum of post-stroke animals was comparable to sham-operated mice at 5 h (Fig. 7d) and 24 h (Fig. 7e) following chemical sympathectomy with 6-OHDA. Additionally, the ileal crypt–villi ratio after stroke was comparable between 6-OHDA-treated sham-operated and post-stroke mice (Fig. 7f). These findings strongly suggest that signalling through the SNS promotes intestinal epithelial changes after stroke. It is noteworthy that despite the observed phenotypic changes of intestinal cells and epithelial barrier of post-stroke *Adrb2*^*-/-*^ mice and SPF mice systemically treated with 6-OHDA, there was no change in their infarct size (Supplemental Fig. 3), indicating that the lack of gut dysfunction in these post-stroke animals was not due to reduced brain damage.

**Fig. 7:**
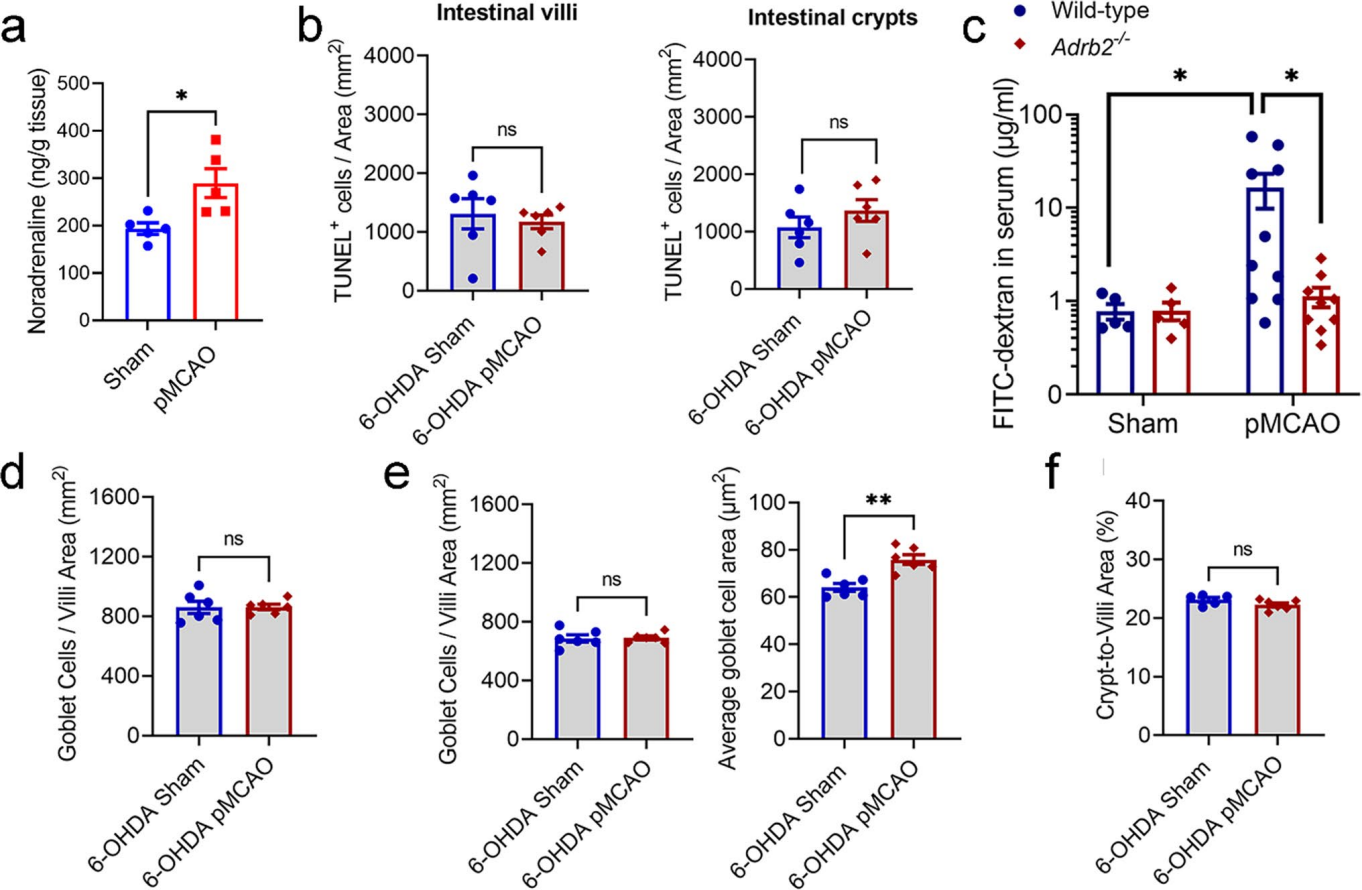
Gut permeability and cell death is mediated by sympathetic signalling. **a** The ileum tissue was isolated for the quantification of noradrenaline level. Mice were treated with 6-hydroxydopamine (6-OHDA; 100 mg/kg i.p) 3 days prior to surgery. **b** Quantitative analysis of TUNEL^+^ cells per area (mm^2^) in the intestinal villi and crypts at 5 h (*n* = 6 for both groups). Unpaired two-tailed Student’s *t*-test. **c** Wild-type and *Adrb2-/-* mice underwent sham or permanent middle-cerebral occlusion (pMCAO) surgery. Quantitative analysis of FITC-dextran concentration in the serum at 5 h (µg/mL; sham: *n* = 7; pMCAO: *n* = 8). *p <0.05 one-way ANOVA with the Kruskal-Wallis *H* test. **d** Quantitative analysis of number of goblet cells per area (mm^2^) at 5 h (*n* = 6 for both groups). Unpaired two-tailed Student’s *t-*test. **e** Quantitative analysis of number of goblet cells per area (mm^2^) and mean goblet cell area (µm^2^) at 24 h (*n* = 6 for both groups). **p < 0.01 versus sham by unpaired two-tailed Student’s *t*-test. **f** Ileal crypt to villi area ratio at 24 h (sham: *n* = 5; pMCAO: *n* = 6). Unpaired two-tailed Student’s *t*-test. Each data point represents the average value of one animal. Data are shown as mean ± SEM

Sympathetic nerves in the intestines extensively innervate the enteric neurons in both the myenteric and submucosal plexi, while also innervating arterioles and lymphoid tissue, and provide sparse innervation of the mucosa directly [54]. Intestinal stem cells have been shown to express adrenoceptors [19]. In addition to *in vitro* studies, *in vivo* experiments have also suggested the activation of SNS may have a direct effect on the proliferation rate of intestinal epithelial cells [55]. To investigate whether sympathetic neurotransmitter noradrenaline could promote cell death of epithelial cells directly, we established intestinal epithelial organoids, and cultured budding organoids in the presence of NA for 5 h (Fig. 8a). It is of note that there is a basal level of NA constitutively circulating in the body [48], and as such our *in vitro* findings for epithelial cell death were expressed as fold change to 0.1 µM NA. Dead cell count within the organoids correlated with the concentration of NA treatment, with a significant increase number of dead cells in the organoids exposed to 100 µM NA (Fig. 8b). These findings suggest that direct effect of NA on intestinal epithelial cells may be responsible for the changes seen in the epithelium *in vivo* after experimental stroke. A schematic diagram summarising the major findings of the study is shown in Fig. 9.

**Fig. 8:**
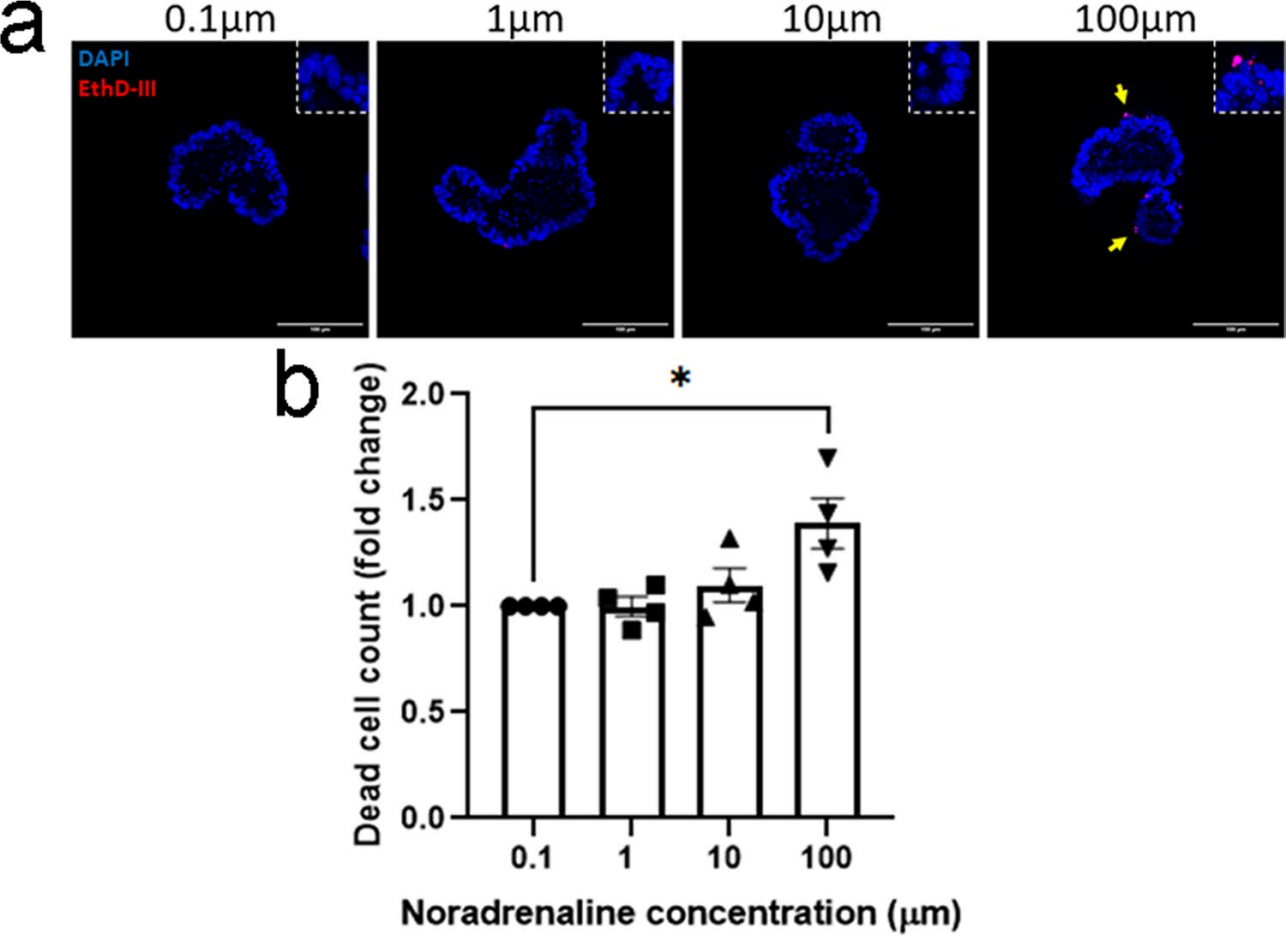
Noradrenaline induces intestinal epithelial cell death. Epithelial crypts were isolated, resuspended in Matrigel, and grown in a small intestinal culture medium. Established organoids were passaged, treated with noradrenaline (NA) at 0.1, 1, 10, or 100 μM for 5 h, and stained with EarlyTox assay. **a** Representative images of established intestinal organoids treated with various concentrations of NA, and stained with Ethidium Homodimer III (EthD-III) and DAPI (scale bar = 100 µm; yellow arrows denote EthD-III positive cell death). **b** Quantification of cell death for each treatment was performed in triplicate per experiment, and organoid experiments were completed with four independent biological replicates. *p <0.05 Friedman test

**Fig. 9:**
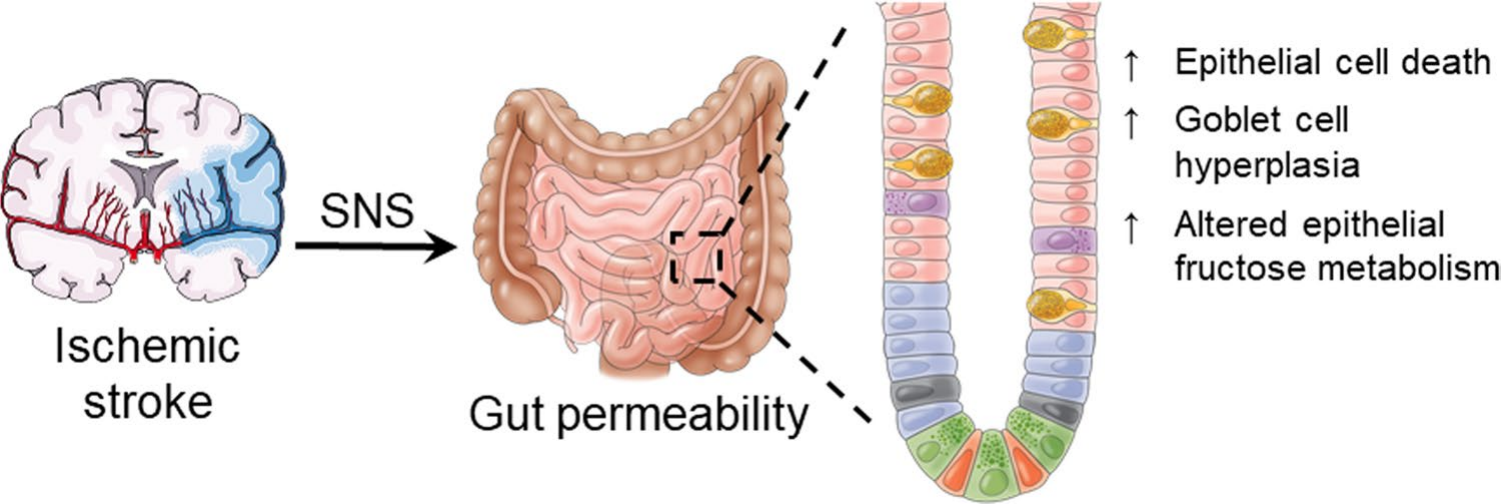
Graphical abstract summarising the major findings of the study. The mechanisms underlying gut permeability after stroke are unknown. Using an experimental mouse model, we discovered the activation of the sympathetic nervous system (SNS) contributes to stroke-induced intestinal epithelial cell death, goblet cell, and crypt hyperplasia, and altered fructose metabolism. Pharmacological denervation of sympathetic nerves returns post-stroke gut permeability to baseline levels

## Discussion

Tissue injury induced by stroke is traditionally thought to be localised and limited to the brain. However, several recent seminal studies have described how stroke-mediated changes within the gut and its microbiota can prime the immune system to influence pathological outcomes (reviewed in [24]). Notably, the importance of the brain-gut axis in determining stroke outcomes was highlighted by experimental evidence that revealed gut barrier breakdown and subsequent translocation of commensal bacteria as a novel pathway for stroke-associated pneumonia [6–8]. Conceivably, understanding the mechanisms underlying stroke-induced gut barrier changes may give us an insight into their role and reveal opportunities for therapeutic targeting to limit bacterial translocation and improve clinical outcomes. In this study, we demonstrated stroke-induced gut permeability at 5 h following disease onset is attributed to robust intestinal cell death. Our findings indicated enhanced gene expression for epithelial fructose metabolism, and hyperplasia of intestinal crypts and goblet cells at 24 h after stroke, with these shifts in intestinal dynamics perhaps functioning as a host compensatory mechanism to ameliorate the impaired gut barrier integrity following brain injury. Furthermore, we discovered these effects were mediated by the activation of SNS rather than the post-stroke microbiota dysbiosis. Our study identifies a previously unknown mechanism in the brain-gut axis by which intestinal cell death and gut permeability after stroke can be rapidly counteracted by host response to restore gut barrier integrity.

Serving as the crucial interface between the luminal environment and the host, the gut barrier must be adaptable to the ever-changing intestinal environment. Indeed, localised inflammation and hypoperfusion have been identified as mediators of epithelial structure alterations associated with numerous intestinal diseases characterised by compromised gut barrier integrity [38, 39]. In this study, we did not find these factors contribute to the observed post-stroke gut permeability; however, we discovered elevated intestinal epithelial cell death, detectable with Annexin V, TUNEL, and cleaved caspase-3 staining, throughout the small intestinal tissue in the acute phase of stroke. Intriguingly, we found the presence of intestinal epithelial cell death in the ileal crypt of post-stroke animals, an observation that was almost completely absent in their sham-operated counterparts. Conceivably, these dying epithelial cells observed in normatively hyperproliferative crypts may signify an insufficient resupply of mature epithelial cells shed at the apical villus. Notably, this proposed epithelial turnover deficiency may exacerbate the structurally destabilising effects of downregulated E-cadherin expression within apical villi following stroke, further increasing the epithelial barriers vulnerability to bacterial translocation. Under homeostatic conditions, the small intestine undergoes continuous cell turnover with intestinal stem cells located in the basal crypts regularly proliferating and differentiating into specialised epithelial cells to sufficiently replenish senescent or dying cells at the villus tip [56, 57]. Accordingly, deviation from this tightly regulated epithelial cell turnover dynamic poses the risk of disrupting barrier continuity and functional integrity. Indeed, cell loss or shedding from the villus which exceeds the regenerative capacity of the crypts has been described in many pathological intestinal conditions [15]. Furthermore, studying this phenomenon is very challenging. Less than 6% of haematoxylin and eosin (H&E)–stained human small intestine sections demonstrate shedding cells in the villus [58]. Our discovery of dying epithelial cells in the ileal villus and crypt at 5 h after stroke in mice, to the best of our knowledge, is the first of its kind. Moreover, this post-stroke gut phenotype reverted to baseline or sham-operated levels by 24 h following stroke, a recovery possibly attributable to the host dynamic and adaptive response to the stroke-associated intestinal microenvironments. This robust phenotype is probably the reason why a recent study failed to detect an effect of stroke on the gut at later timepoints [59].

The major specialised intestinal epithelial subtypes, including mucus-producing goblet cells, anti-microbial producing Paneth cells, and secretory enteroendocrine cells, originate from stem cells located at the base of intestinal crypts and are derived from a common secretory precursor cell [60]. Maintaining stem cells and regulating their differentiation into distinct intestinal cell lineages involve a variety of complex signalling pathways, such as Wnt/β-catenin, Notch, PI3-kinase/Akt, and bone morphogenetic protein (BMP) signalling [61]. The findings of elevated gene expression of *Bmi1*, *Olfm4*, and *Hes1* at 5 h, and *Lgr5* at 24 h post-stroke support the observation of an increased stem cell pool and crypt size following distal brain injury. Additionally, the striking hyperplasia of goblet cells post-stroke is perhaps a feature of compensatory growth of the intestinal tract, as seen previously in surgical shortening [62]. Furthermore, the rapid differentiation and expansion of goblet cells within 5 h following stroke onset may explain the lowered expression of *Ephb2* or transit amplifying progenitor cells. Moreover, reduced gene and protein expression of Lzp in the post-stroke ileum may be part of the systemic immunosuppressive response after stroke, which has been reported to involve the activation of the sympathetic nervous system.

Indeed, additional factors, such as mucosal immune cells and cytokines [63, 64], and diet and gut microbiota [65, 66], also influence goblet cell differentiation; our findings demonstrate post-stroke goblet cell hyperplasia to be dependent on sympathetic signaling and not on microbiota changes. However, it remains to be defined how the autonomic nervous system controls intestinal epithelial cell survival, proliferation, and differentiation during the acute onset of distal injuries such as stroke. Our findings from the organoid experiments suggest that NA elicit direct effect on intestinal epithelial cells. It is possible that the effects of the sympathetic nerves on the intestinal epithelium may be mediated via submucosal neurons innervating the epithelium, such as those releasing vasoactive intestinal peptide (VIP) or acetylcholine. VIP neurons innervate the intestinal epithelium and can regulate the number of goblet cells [67]. Additionally, emerging research indicates immune cells also express adrenoceptors and respond to sympathetic innervation. Mucosal immune cells release various cytokines such as IL-22 that can regulate intestinal epithelial proliferation and barrier protection [68]. Thus, some of the impact of the sympathetic nerve activation on the intestinal epithelium may be mediated by the immune system. Further insights into the effect of stroke on goblet cell and crypt hyperplasia may reveal novel mechanisms or therapeutic targets to stimulate mucus secretion and villus lengthening to improve gut barrier integrity. Our study uncovered stroke modulates small intestinal enterocyte gene expression important for cell proliferation/differentiation and metabolism. Specifically, stroke downregulated a number of genes involved in epithelial cell proliferation and differentiation, and perhaps as a host adaptive mechanism, the predicted biological pathway enriched in these post-stroke enterocytes is associated with fructose metabolism. Whilst excess consumption of processed sugars, such as high-fructose corn syrup, is strongly implicated in diet-induced obesity [69], elevated fructose metabolism in the post-stroke enterocyte is likely to positively enhance the ability of the intestine to expand its surface, absorb nutrients, and promote cell survival [45]. In light of this, a possible therapeutic to combat gut barrier impairment after stroke is to stimulate the epithelial fructose metabolism pathway but this may not be clinically achievable considering the robustness of the stroke-induced intestinal cell death.

Despite our novel findings, there are a number of limitations in this study. The questions remained unanswered and will be the focus of future studies include: How does sympathetic innervation impact epithelial cell death and turnover in a clinical stroke setting? Is post-stroke intestinal cell death mediated through the apoptotic extrinsic pathway initiated by death receptors or via the intrinsic pathway that occurs through the mitochondria? What is the trigger for the host adaptive pathway to take effect for gut integrity restoration? It is currently difficult but will be important in future to obtain human samples to validate our experimental findings.

There is accumulating clinical evidence of microbial dysbiosis following stroke onset, but our findings indicate that the stroke-induced activation of the sympathetic nervous system mediates gut permeability and impairs barrier integrity. Investigating the process of intestinal epithelial cell death and the key initiating and regulatory factors will expand our understanding of the peripheral impacts of stroke. Furthermore, it would be intriguing to reveal if the gut barrier integrity of patients with stroke can be restored with therapeutics targeting epithelial cell fructose metabolism or mucus secretion to stimulate enterocyte survival and limit gut permeability. Uncovering the mechanisms of gut barrier dysfunction may allow future development of therapeutic and prophylactic strategies for the prevention of the serious sequelae of bacterial translocation in stroke.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

RNA sequencing data has been made available through the GEO repository, accession #GSE216581.

# Supplementary material for: Sympathetic-Mediated Intestinal Cell Death Contributes to Gut Barrier Impairment After Stroke
**Source:** Transl Stroke Res. 2023 Nov 30;16(2):280–98. doi: 10.1007/s12975-023-01211-y
**Supplement:** Supplementary file 1 — Supplementary file1

**Sympathetic-mediated intestinal cell death contributes to gut barrier impairment after stroke**

Kathryn Prame Kumar^1,^*, Liam D. McKay^1,^*, Huynh Nguyen^1^, Jasveena Kaur^2^, Jenny L. Wilson^1^, Althea R. Suthya^1^, Sonja J. McKeown^2^, Helen E. Abud^2^ and Connie H. Y. Wong^1^

*These authors contributed equally to this work.

**Supplemental material and methods**

**Supplemental Table: 1**

**Supplemental Figures: 3**

**SUPPLEMENTAL MATERIAL AND METHODS**

*Characterisation of intestinal morphology and structure*

To investigate the effect of stroke on intestinal barrier integrity, the structure of the gut was assessed. Animals were culled and tissue from the duodenum to the colon was excised and the whole length of the intestine was measured. Next, a syringe was inserted into the luminal aspect of the duodenum and 10 mL of PBS was flushed through the tissue to expel faecal matter out through the distal colon. Intestinal sections were butterflied open to expose the lumen, swiss-roll and fixed in 10% neutral buffered formalin for 24-48 h at RT. Tissues were paraffin-embedded, sectioned into 4 μm slices, mounted onto a slide and stained with the hematoxylin and eosin (H&E). Macroscopic tissue inflammation was assessed in a blinded manner according to the parameters published previously [26]. Moreover, 3-7 different intact villi and crypts were randomly sampled and assessed in each ileum sample. Analysis was performed in a blinded manner on FIJI v1.53 and values were averaged for each animal.

The Alcian blue/periodic acid–Schiff (PAS) stain was used to visualise and quantify goblet cell numbers. Briefly, processed intestinal tissue were stained with Alcian blue for 15 min and rinsed with tap water for 2 min, followed by distilled water. Tissue sections were treated with periodic acid for 5 min and washed with distilled water. Tissues were then stained with Schiff's reagent for 10 min and washed with tap water for 5 min. Images of the tissue sections (5 x magnification) were taken on a Leica DM LB widefield fluorescent microscope using Imaris software, MC120 HD camera (Leica). The number of goblet cells in 3 randomly sampled whole crypt-villi units were assessed per animal. Additionally, the size of goblet cells was analysed following converting the image from RGB to 8-bit and the “Shanbhag” threshold. Analysis was performed in a blinded manner on FIJI v1.53 and values were averaged for each animal.

*Quantification of inflammatory mediators in the gut*

To investigate the influence of the intestinal immune system on the rearrangement of junctional proteins between epithelial cells and gut permeability after stroke, the protein concentrations of the cytokines tumour necrosis factor (TNF), interleukin (IL)-6 and IL-10 in the gut of sham-operated and post-pMCAO mice were measured via an OptEIA ELISA set (BD Bioscience) as per the manufacturer's protocol. Data acquisition was performed using the Infinite M1000 PRO microplate reader (Tecan). Briefly, a flat bottom 96-well ELISA plate was coated with capture antibody and incubated overnight at 4°C. The plate was then blocked using assay diluent for 1 h at RT. The top standard was added and serially diluted using assay diluent. One cm pieces of ileum tissue were homogenised with protease inhibitor for 15 sec and centrifuged at 960 g for 10 min. The sample supernatants at a volume of 100 μl were added to the wells in duplicates and incubated for 2 h at RT. The detector antibody and streptavidin HRP conjugate in assay diluent were added to each well and incubated for 1 h at RT. Samples were then incubated with TMB substrate for 30 min. Data acquisition was performed using an Infinite M1000 PRO microplate reader (Tecan). Absorption was read at 450 nm, and the resulting concentration was calculated from a standard curve. The detection limits for TNF, IL‑6 and IL-10 are as follows: 1.07 pg/mL, 3.8 pg/mL and 1.5 pg/mL. Values are expressed as pg of cytokine/mg of tissue.

*Isolation of ileal epithelial cells for quantitative PCR (qPCR)*

At experimental endpoints, mice were culled via anaesthesia overdose and cervical dislocation. The ileal tissue was dissected and opened longitudinally along the mesenteric border, washed with sterile PBS, and cut into 1 cm segments and suspended in 5 mM EDTA (pH 8.0). The suspended ileal tissue was then incubated for 1 h at 37°C at 110 *rpm* on a shaker, filtered using a 70 µm filter to isolate epithelial cells, and centrifuged at 15,000 *rpm* for 15 min at 4°C. The resulting cell pellet was then washed and stored at -80°C. To perform RNA extraction, isolated epithelial cell pellets were thawed, suspended in TRIzol (Invitrogen) for 5 min at RT, and 100 µl of 1-bromo-3-chloropropane per 1 mL of TRIzol was added to the suspension before the sample was vigorously shaken by hand for 15 s and left to incubate for 15 min at RT. The suspension was then centrifuged at 13,000 *rpm* for 15 min at 4°C, the resultant aqueous phase transferred to a fresh Eppendorf tube, and 500 µl of 2-propanol per mL of TRIzol was added before the solution was mixed by manual inversion and incubated at RT for 10 min. The suspension was then centrifuged at 13,000 *rpm* for 10 min at 4°C, the supernatant was discarded, the cell pellet was then suspended in 75% undenatured ethanol and centrifuged at 8,000 *rpm* for 5 min at 4°C, and the supernatant was removed before the cell pellet was resuspended in RNAse-free water.

Complementary DNA (cDNA) synthesis was performed in accordance with the protocol in the Superscript (SS) III cDNA synthesis kit (Promega). Briefly, up to 1 µg of RNA sample was added to a solution of 10X Reverse Transcriptase (RT) buffer (SSIII cDNA synthesis kit), MgCl_2_ (SSIII cDNA synthesis kit) and Promega RQ1 DNAse (SSIII cDNA synthesis kit), and the solution was incubated for 1 h at 37°C before Promega STOP solution (SSIII cDNA synthesis kit) was added to terminate the reaction. First strand cDNA synthesis was performed by adding random hexamers (SSIII cDNA synthesis kit) and 10 mM deoxynucleotide mix (SSIII cDNA synthesis kit) to the RNA samples before incubation for 5 min at 65°C..Samples were then placed on ice for 1 min, and a cDNA synthesis mix containing 10X RT buffer (SSIII cDNA synthesis kit), 25 mM mgCl_2_, 0.1 M dithiothreitol (SSIII cDNA synthesis kit), RNase OUT (SSIII cDNA synthesis kit), Superscript III RT (SSIII cDNA synthesis kit) and RNAse-free water was added to each sample before subsequent incubations for 10 min at 25°C, 50 min at 50°C, and 5 min at 85°C.

To quantify the gene expression of the isolated ileal epithelial cells, real-time quantitative polymerised chain reaction (qPCR) experiments were performed in accordance with the Power SYBR Green PCR Master Mix kit protocol (ThermoFisher) and analysed with a Quantistudio 6 Real-Time PCR system (Applied Biosystems). The list of primers used can be found in **Supplemental Table 1**.

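The 7 primer pairs were matched to 141767 mouse transcripts of the GENCODE M21 annotation on GRCm38, requiring every base of both primers to match. As a pair, each set of primers matched the transcripts of 1 gene. On their own, the forward Bmi1 primer also matched AC114652.1 and the reverse Olfm4 primer also matched Gm6999. The products ranged from 102 to 214 nucleotides. All 7 products lay within coding sequence, and 6 spanned at least 1 exon junction, so that a product from genomic DNA would include intron sequence and be longer. Exon numbers are those of the longest matching protein-coding transcript. The Bmi1 primers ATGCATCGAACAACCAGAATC and GTCTGGTTTTGTGAACCTGGA gave a product of 193 nucleotides from exon 2 to exon 3, on chromosome 2 from 18681812 to 18682303. The Olfm4 primers AACATCACCCCAGGCTACAG and TGTCCACAGACCCAGTGAA gave a product of 107 nucleotides from exon 1 to exon 2, on chromosome 14 from 80000429 to 80006204. The Hes1 primers ACACCGGACAAACCAAAGAC and ATGCCGGGAGCTATCTTTCT gave a product of 147 nucleotides from exon 1 to exon 3, on chromosome 16 from 30065660 to 30066174, and the reverse primer itself crossed an exon junction. For Lgr5, CCTTGGCCCTGAACAAAATA and ATTTCTTTCCCAGGGAGTGG bounded 111 nucleotides of exons 5 and 6, on chromosome 10 from 115475205 to 115478456. For Muc2, AGGGCTCGGAACTCCAGAAA and CCAGGGAATCGGTAGACATCG bounded 106 nucleotides of exons 1 and 2, on chromosome 7 from 141690424 to 141691227. The Ephb2 primers AGAATGGTGCCATCTTCCAG and GCACATCCACTTCTTCAGCA bounded 102 nucleotides within exon 3, on chromosome 4 from 136771061 to 136771162. This product would have the same length from genomic DNA, and the protocol above includes a DNase step before cDNA synthesis. The primers listed for lysozyme (Lzp), GAGACCGAAGCACCGACTATG and CGGTTTTGACATTGTGTTCGC, matched Lyz1 and not its neighbouring paralog Lyz2. Their product of 214 nucleotides ran from exon 2 to exon 4, on chromosome 10 from 117288620 to 117291133.

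**Figure D1:**
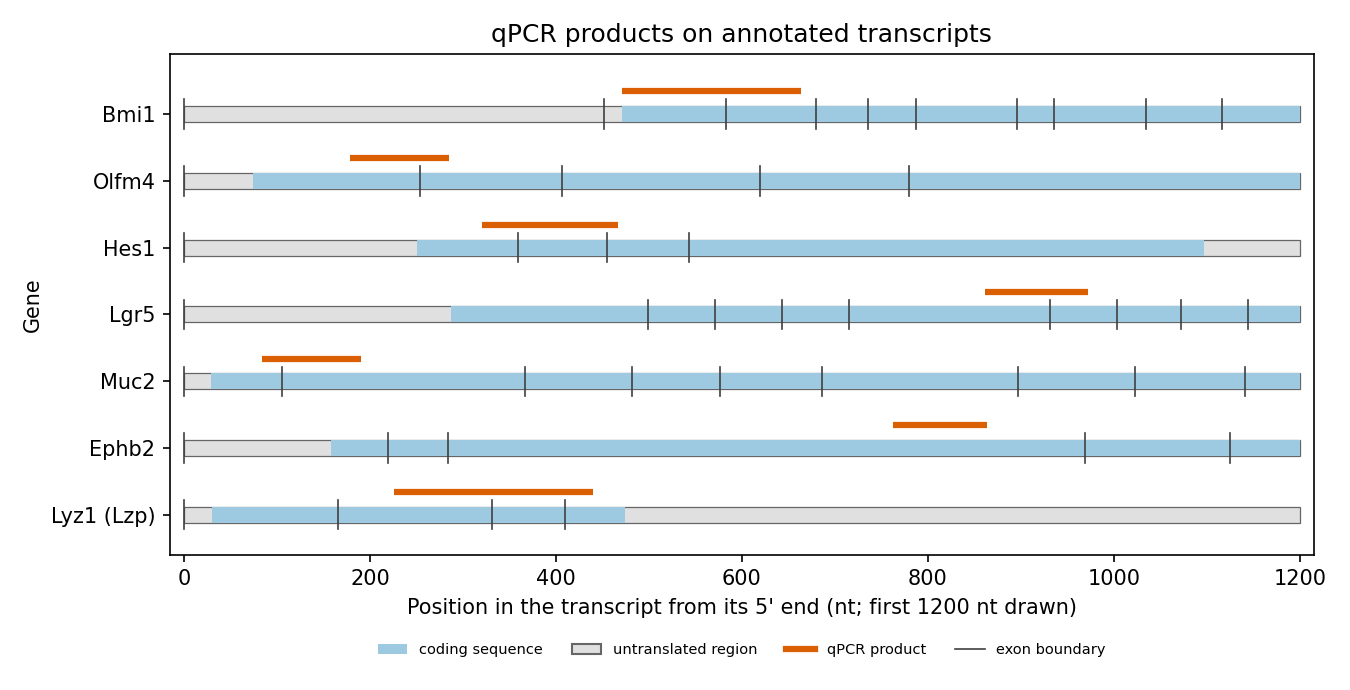
Position of each qPCR product (orange bars) on the longest matching annotated transcript of its gene, in nucleotides from the 5′ end, with the first 1200 nucleotides drawn. Blue marks coding sequence, grey marks untranslated region and vertical lines mark exon boundaries; the Ephb2 product is the 1 product that crosses no boundary.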

### Collection of EpCAM^+^ cells from the small intestine

At 24 h after surgery, sham-operated and post-stroke mice were culled via anaesthesia overdose and cervical dislocation. The whole small intestine was placed in a slygard-lined dish containing fresh carbonated Krebs-Henseleit (KH) buffer solution. Approximately 1 cm of tissue at the proximal and distal ends of the small intestine were discarded. Under a dissection microscope, the remaining tissue was pinned using Minutien Pins (Fine Science Tools 26002-20), the fatty tissue surrounding the gut was removed, and the gut was cut along the mesenteric border. The tissues were maximally stretched (luminal side face down), pinned and flushed with KH buffer. The mucosal layer containing the mucosa and submucosa was carefully separated from the circular and longitudinal muscle layers, and incubated with 10% FCS in Ca^2+^ and Mg^2+^ free HBSS and 5 mM EDTA for 35 min at 37°C on a shaker at 110 rpm. Samples were then passed through a 70 µm filter to isolate epithelial cells. Epithelial cells were treated with Fc Block (2.4G2; BD Pharmingen) and stained with APC-conjugated anti-EpCAM (G8.8; ThermoFisher) in Ca^2+^ and Mg^2+^ free HBSS buffer containing 10% FCS and 1 mM EDTA for 20 min on ice. Samples were then washed and live epithelial cells (EpCAM^+^7AAD^-^) were collected directly into RLT buffer (RNeasy Micro kit; Qiagen) using a BD FACSAria Fusion Cell Sorter (BD Bioscience). Samples were homogenised by drawing through a 1mL syringe several times and stored at -80°C.

*Measurement of noradrenaline concentration in the small intestine.*

The concentration of noradrenaline in the ileum was determined using a commercial Norepinephrine ELISA kit (Abnova Corporation, Taipei, Taiwan, KA1891) as per manufacturer's protocol.

**Supplemental Table 1: Primer sequences for the genes assessed using qRT-PCR**

| **Genes** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| *Proto-Oncogene, Polycomb Ring Finger (Bmi1)* | ATGCATCGAACAACCAGAATC | GTCTGGTTTTGTGAACCTGGA |
| *Olfactomedin 4 (Olfm4)* | AACATCACCCCAGGCTACAG | TGTCCACAGACCCAGTGAA |
| *Hairy and enhancer of split-1 (Hes1)* | ACACCGGACAAACCAAAGAC | ATGCCGGGAGCTATCTTTCT |
| *Leucine Rich Repear Containing G Protein-Coupled Receptor 5 (Lgr5)* | CCTTGGCCCTGAACAAAATA | ATTTCTTTCCCAGGGAGTGG |
| *Mucin 2 (Muc2)* | AGGGCTCGGAACTCCAGAAA | CCAGGGAATCGGTAGACATCG |
| *Ephrin type-B receptor 2 (Ephb2)* | AGAATGGTGCCATCTTCCAG | GCACATCCACTTCTTCAGCA |
| *Lysozyme (Lzp)* | GAGACCGAAGCACCGACTATG | CGGTTTTGACATTGTGTTCGC |

**SUPPLEMENTAL FIGURES**

a

b

c

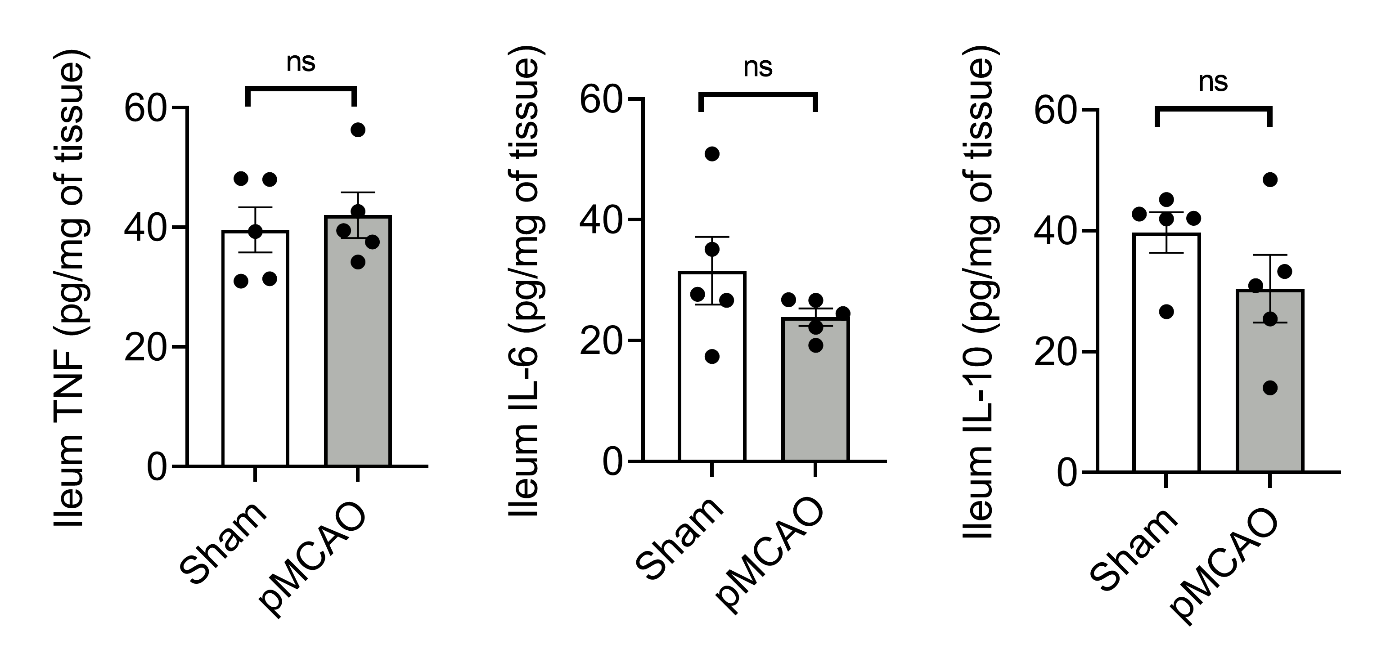

**Supplemental Figure 1: The effect of stroke on the cytokine levels in the ileum.** Mice underwent sham or permanent middle-cerebral occlusion (pMCAO) surgery, and ileum tissue (**a**) TNF, (**b**) IL-6 and (**c**) IL-10 levels were determined via ELISA at 5 h. Each data point represents the average concentration per animal. Data are shown as mean ± SEM (n = 5/group).

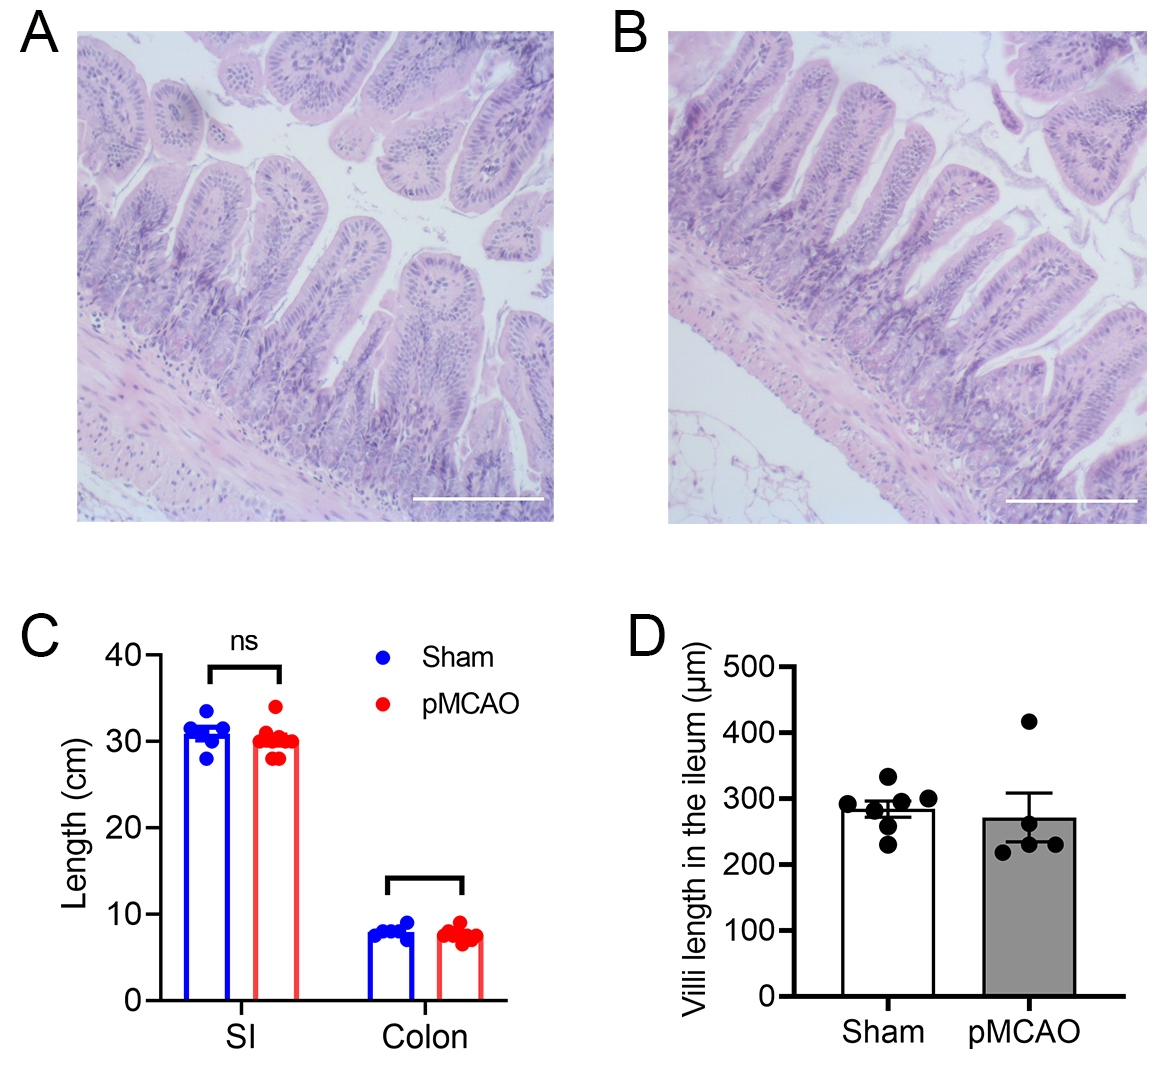

a

b

c

d

**Supplemental Figure 2: Examining macroscopic changes in the gut after stroke.** Mice underwent sham or permanent middle-cerebral occlusion (pMCAO) surgery and no histological differences were detected in the ileum at 5 h. Representative images for (**a**) sham-operated and (**b**) pMCAO ileum tissue (scale bars = 200 μm). (**c**) The small intestine (SI) and colon lengths were measured. Each data point represents the average value of one animal. Data are shown as mean ± SEM (n = 5-15). (**d**) The length of 3-6 different villi were measured per ileum sample. Each data point represents the average value of one animal. Data are shown as mean ± SEM (n = 5-16).

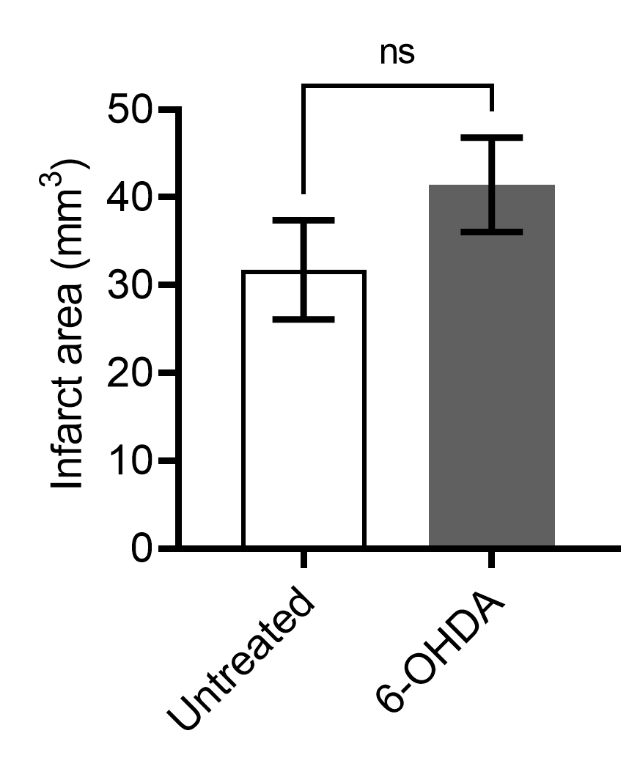

**Supplemental Figure 3: Comparable infarct size in post-stroke mice treated with or without 6‑OHDA.** Mice treated with 100 mg/kg 6-OHDA or vehicle (saline) underwent permanent middle-cerebral occlusion (pMCAO) surgery and no infarct size differences were detected in the brain at 24 h (n ≥ 14/group).

How the deposited data were processed for this re-analysis (not part of the article)

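The deposited table analysed here holds RNA sequencing of lamina propria macrophages sorted from the small intestine 24 h after surgery, from 5 sham and 5 pMCAO libraries. It belongs to a different series from the one that the paper's data availability statement names. The paper describes RNA sequencing of EpCAM+ epithelial cells and does not describe these macrophage libraries, so no value from them stands beside the paper's statements, and all of them are given in the closing section. The epithelial libraries were not analysed here.

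The authors deposited whole-number counts per gene without normalization, together with their own CPM values, in which counts are scaled to the total over the listed genes. The authors' deposited table also gives, for each gene, a log2 fold change of pMCAO against sham, a mean log2 expression, a p-value and an FDR. For its epithelial libraries the paper names alignment to GRCm38 with STAR, counting with featureCounts, and limma-voom in Degust with correction for collection days. The paper's text does not name the processing of the macrophage libraries, the collection days or the strandedness of counting. The table lists 17279 genes, each with at least 10 counts in at least 2 libraries, so that genes below some limit had been removed before deposit. Total counts per library were between 18894151 and 60665972 in the sham group (median 33913980) and between 6430643 and 28672285 in the pMCAO group (median 11605371). Counts of weakly expressed genes are therefore less precise in the pMCAO group.

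From the deposited counts, genes were filtered with filterByExpr, which kept 16949 genes, scaled by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate. A gene was called at an FDR of at most 0.05 after Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1, the limits the paper states. Scores of 19 gene sets, listed before the data were examined, were the mean log2 CPM over their genes with a prior count of 2. Scores and library measures were compared by two-sided exact permutation tests over the 252 assignments of 10 libraries to the groups, for which the smallest p is 0.0079. Genes named in the text are the 3 with the smallest unadjusted p in each direction, which pass no threshold, the genes the paper names in its tables or measured by qPCR or ELISA, the adrenoceptor genes, and genes of a set that is discussed or that separate libraries technically. Olfm4 and Tppp3 are genes the paper names, and they were singled out among those after their values were seen. A gene that the rule on the smallest p gives is not reported here.

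The alternatives were DESeq2 1.42.0, limma-voom and limma-voom with sample quality weights (limma 3.58.1), upper-quartile normalization, no filter, a filter of more than 1 CPM in at least 5 libraries, the replicate number as a block, 1 surrogate variable from sva 3.50.0, leaving out both libraries whose names mark them as pools (replicate 1 of each group), and leaving out each library in turn. For the scores they also included a prior count of 0.5, DESeq2 size factors, the median over genes and limma's fry test. All of these and the tests' designs were set before the data were examined. After a first look at edgeR and limma-voom fits, a principal component plot and lists of top genes, leaving out the 2 libraries with Xist counts and correcting for transcript length were added. The pairing of replicate numbers comes from the sample labels. Transcript length was that of the longest GENCODE M21 transcript and was found for 17193 genes.

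The tests were tested on simulated data with 200 changed genes drawn before filtering. With the dispersion of these libraries, edgeR called 113 genes, among them 110 of the 198 changed genes that passed its filter (55.6%), and made 3 false calls among 16525 genes. DESeq2 recovered 135 of the 198 and made 33 false calls among 16525 genes. The recovered genes were counted over all simulated changes together and not by the size of the change. These counts therefore do not give the share recovered among changes close to the fold change limit. Any 2 of the libraries differed by far more than sampling noise (chi-square per degree of freedom of at least 49.8 over 12088 genes), so none was counted as a repeat of another.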

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

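The tests on Y-linked genes were chosen after the values were seen, and the test for reads crossing between libraries before its result was seen. A library was taken as distant when its gap to the nearest library of its group, as a share of the group's range, was above 0.71. This held in 10 of 68 groups of 5 libraries, where 3.4 would be so by chance, although the measures are not independent of each other.

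Xist, which is transcribed from the inactive X chromosome of female cells, was at 2237 CPM in sham replicate 5 and 4686 CPM in pMCAO replicate 4, against 1.27 to 4.88 CPM in the other 8 libraries. These CPM values and the percentages below are scaled to total counts. With TMM scaling, Xist was at 1756 CPM in sham replicate 5 and 4461 CPM in pMCAO replicate 4. Sham replicate 5 had the largest TMM factor (1.27), so its values are lower on that scale. The gap of Xist was 0.827 of the range in the sham group and 0.886 in the pMCAO group on the log2 scale. The log2 of the summed CPM of 4 Y-linked genes (Eif2s3y, Ddx3y, Uty and Kdm5d) was distant in pMCAO replicate 4, with a gap of 0.942 of the range. Without the log2, the summed CPM was 0.361% of the median of the other 8 libraries in pMCAO replicate 4 and 46.9% of it in sham replicate 5. The paper states that its animals were male unless stated otherwise. A candidate explanation is that pMCAO replicate 4 holds cells of female origin and sham replicate 5 a mixture, and the Y-linked values (0.361%) go with it. Reads crossing over from pMCAO replicate 4 into sham replicate 5 would raise other genes as well. Of the 3 autosomal genes at least 8 times higher in pMCAO replicate 4 than in the other 8 libraries, 0 reached even 0.5 times the Xist ratio of 47.7% in sham replicate 5, a test that rests on few genes. Sham replicate 5 also held more Xist counts (135733) than pMCAO replicate 4 (54382), so the reads in sham replicate 5 cannot be a small share spilled from pMCAO replicate 4. A sample label that differs from the animal cannot be tested here.

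The other distant libraries were each found in a single group. Olfm4 was low in pMCAO replicate 4, with a gap of 0.744 of the range, and Tppp3 in pMCAO replicate 3, with a gap of 0.749. Ifi27l2a was low in sham replicate 5 (0.714). Among the scores, that of the fructose genes was high in sham replicate 1 (0.760), that of glial and neuronal genes in sham replicate 4 (0.716), that of adrenergic and cAMP genes in pMCAO replicate 2 (0.833), and that of lipid and lysosome genes in pMCAO replicate 3 (0.814). The glial and neuronal score rests on 2 genes. Some of these libraries are also set apart in other ways. Sham replicate 1 is the sham library whose name marks it as a pool, and without both pooled libraries the log2 change of the fructose genes moved from −0.26 to 0.017. Both pMCAO replicate 4 and sham replicate 5 are the libraries with Xist counts, and without them the log2 difference of Olfm4 moved from −2.13 to −1.69. Whether pooling or sex sets a library apart in these measures was not tested, and no biological explanation was tested.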

How the results depend on the processing

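With edgeR's quasi-likelihood test, 0 of 16949 genes passed an FDR of 0.05, with or without the limit on the fold change, and 800 had an unadjusted p under 0.05, where 847 would by chance. The smallest FDR was 0.937. Upper-quartile normalization, both other filters, limma-voom, 1 surrogate variable, the fit without both pooled libraries, each fit without 1 library and, chosen after seeing the data, the transcript length correction and the fit without the 2 libraries with Xist counts also gave 0 genes. DESeq2 called 2 genes with the fold change limit (Rbp7 and Tppp3, named here after their values were seen) and 3 without it, and 1011 had an unadjusted p under 0.05. In the simulated data DESeq2 made 33 false calls and edgeR 3. Limma-voom with sample quality weights gave 0 genes, with 1888 at an unadjusted p under 0.05. The cause of these differences between the tools was not tested.

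Same-numbered libraries are different animals, and the mean correlation of their deviations from the group means was 0.197 (from −0.0055 to 0.372 over the 5 numbers), so the replicate number was also fitted as a block. With the replicate block, 0 genes passed an FDR of 0.05 with or without the limit on the fold change, the smallest FDR was 0.0524, and 1369 genes had an unadjusted p under 0.05. With the block, 0 of the 19 gene sets passed, which the design fixes, since sign flips of 5 pairs cannot give an exact p under 0.0625.

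Of the 13 tested genes that the paper measured elsewhere, 0 passed an FDR of 0.05 adjusted over this list (smallest 0.0949), and 1, Olfm4, passed with DESeq2, with limma-voom and with sample quality weights. From 0 to 1 passed across the 10 fits that each left out one library, and 1 passed without the 2 libraries with Xist counts, an alternative chosen after seeing the data. Olfm4 had a log2 fold change of −1.78 and lay between −2.14 and −1.50 across 22 fits, with an FDR over all genes between 0.115 and 1.00. The number of gene sets past an adjusted p of 0.05 was 0 under every alternative run, but the exact tests could hardly have given another count. With 10 libraries, 1 set alone cannot reach an adjusted p under 0.151, and at least 4 of the 19 sets would have to be at the smallest exact p of 0.0079. With 4 libraries in each group, 11 would have to be at 0.0286. The fry test has no such limit and also gave 0.

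The mean change of the Table 1 genes in the paper's direction was 0.21 (log2), and from 0.098 to 0.31 when each library was left out; the highest, without pMCAO replicate 4, had an exact permutation p of 0.0476, where the alternatives ranged from 0.0476 to 0.540. The log2 change of the fructose genes was −0.26 and turned to 0.017 without both pooled libraries. The log2 change of the summed epithelial markers was −0.28 and ranged from −0.58 to 0.19 when each library was left out. Median total counts were lower by 22308609 after pMCAO (difference of medians −22308609). The test was made on log2 totals, whose means differed by −1.18 (exact permutation p = 0.0476). Without both pooled libraries the difference of medians was −14674140.5, with an exact permutation p of 0.143 for the log2 totals. In each of the 5 same-numbered pairs the pMCAO library had the smaller total. The replicate block was not applied to the totals, and sign flips of 5 pairs cannot give an exact p under 0.0625. The difference of medians ranged from −22461363 to −14609276.5 with each library left out, and the test on log2 totals stands close to the limit. The cause was not tested. The smaller totals of the pMCAO group limit what can be detected in weakly expressed genes.

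Among the gene sets, the sign changed when a library was left out for 4 sets: dendritic cell (from −0.15 to 0.26), dissociation stress (from −0.37 to 0.12), macrophage (from −0.081 to 0.31) and B and plasma cell (from −1.12 to 0.072). Scored by the median over genes in place of the mean, the difference of the fasting and fatty acid oxidation set fell from 0.57 to 0.11. Without the 2 libraries with Xist counts, the macrophage set changed to −0.19 and the stromal and endothelial set to −0.14.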

Other observations

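The tests of Olfm4 over all genes and without the 2 libraries with Xist counts, and of the immunoglobulin share, were chosen after the values were seen. The transcript length and oxidative phosphorylation patterns were noticed in lists of top genes and then tested on the same data.

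In lamina propria macrophages 24 h after pMCAO, 0 of 16949 genes passed an FDR of 0.05 against sham (edgeR's quasi-likelihood test), and 800 had an unadjusted p under 0.05. With the replicate number as a block, 0 passed and 1369 had an unadjusted p under 0.05, with a mean correlation of same-numbered libraries of 0.197. In the authors' deposited table, 0 genes had an FDR of 0.05 or less and 793 had a p under 0.05. Of the 16 splits of the libraries that part all 5 same-numbered pairs, 1, the real one, gave as many genes with an unadjusted p under 0.05. The others gave from 211 to 639, and the median over the 16 was 332.5. With 16 splits the share cannot fall under 0.05 whatever the data, so this count does not decide whether the grouping is chance. Of 84 other splits drawn, which part fewer pairs, 27 gave as many. Among the genes with the smallest unadjusted p were Angptl4 and Scarb2 (higher) and Mcm6, Gngt2 and Ifi27l2a (lower), and none of these passed a threshold in this test. The groups did not overlap in 167 genes (0.985%), against 0.794% by chance.

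Olfm4, a marker the paper measured by qPCR in epithelial cells at 5 h, was at 131 ± 37.2 CPM in sham (SD, n = 5) and 38.2 ± 23.5 CPM after pMCAO (SD, n = 5), and 5 of 5 pMCAO libraries were below the lowest sham library. The margin was narrow, since the highest pMCAO library was at 71.1 CPM and the lowest sham library at 72.3 CPM. All CPM values in this paragraph, and those of Tppp3 below, are scaled by TMM. The lowest sham library was sham replicate 5, which had the largest TMM factor (1.27), so its values are lower on that scale than when scaled to total counts. The FDR over all genes was 0.937 (0.9368) in edgeR's test, so the fall cannot be told apart from chance among all genes tested. The authors' deposited table gives this gene its smallest p, 1.35e-05, with a log2 fold change of −1.97 and an FDR of 0.233. Epithelial RNA carried into the sort would lower the other epithelial markers as well, but the sum of 20 other markers did not differ (difference of −0.17 on the log2 scale, two-sided exact permutation p = 0.802), although this sum is carried by a few markers in single libraries, such as Muc2 at 698 CPM in pMCAO replicate 3. The mean log2 CPM of these 20 markers, which gives each the same weight, had a larger difference of −0.49 (two-sided exact permutation p = 0.452). Of the 20, 12 were lower after pMCAO and 8 higher, with log2 fold changes between −1.35 (Reg3g) and 1.20 (Defa24). Those lower included Epcam (−0.71), Cldn7 (−0.78), Cdh1 (−0.39) and every keratin listed (from −0.78 for Krt18 to −0.60 for Krt20). None of the 20 had an unadjusted p under 0.05 in edgeR's test (smallest 0.0862, Krt18). Relative to their sum, Olfm4 was lower by a log2 ratio of −1.96 (two-sided exact permutation p = 0.0159). The library lowest for Olfm4, pMCAO replicate 4, was also lowest for the sum of the other markers, at 343 CPM. Other libraries went the other way. Sham replicate 2 was highest for Olfm4 (164 CPM) but had the lowest sham sum (807 CPM). The highest sums, in pMCAO replicates 2 and 3 (2270 and 2918 CPM), stood beside Olfm4 at 37.6 and 41.6 CPM. Epithelial RNA in the sort is not ruled out. Among genes of crypt cells, the paper uses Lgr5 as a stem cell marker and Ephb2 for transit amplifying progenitors. Lgr5 had a log2 fold change of −0.35 and Ephb2 of −1.43 (unadjusted p of 0.541 and 0.0563 in edgeR's test). Lyz1, the paper's Paneth cell marker Lzp, was at 0.63, and Defa24 was higher as given above (unadjusted p of 0.320 and 0.374 in edgeR's test). Both stem and progenitor markers were thus lower, as Olfm4 was, but neither had an unadjusted p under 0.05. Whether less RNA of stem and progenitor cells alone was carried into the sort is left open. For Olfm4, the difference of mean log2 CPM was −2.13 over all libraries and −1.69 without the 2 libraries with Xist counts. Leaving out libraries could not turn this comparison into overlapping groups.

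Of the 38 genes of the paper's Table 1, 32 were tested in macrophages, and 18 changed in the paper's direction and 14 in the other. After adjustment over these 32 genes, 1 passed an FDR of 0.05 and after adjustment over all genes 0 did. That gene was Tppp3, at 18.2 ± 6.12 CPM in sham (SD, n = 5) and 4.79 ± 2.44 CPM after pMCAO (SD, n = 5), with a log2 fold change of −1.93 (standard error 0.43) and an FDR of 0.0192 over the list in edgeR's test. The paper's epithelial value for Tppp3 is −2.64. For the 4 tested fructose genes the mean log2 change was −0.26 (two-sided exact permutation p = 0.524, and with the replicate number as a block an exact sign-flip p of 0.75).

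Of 19 gene sets, 0 passed an adjusted p of 0.05. The set of interferon genes had the smallest p, with a difference of −0.55 and 5 of 5 pMCAO libraries below the sham mean (two-sided exact permutation p = 0.0159, adjusted p = 0.226). The fasting and fatty acid oxidation set had a difference of 0.57, with 5 of 5 pMCAO libraries above the sham mean (two-sided exact permutation p = 0.0238, adjusted p = 0.226). Scored by the median over its genes, the latter difference was 0.11 and that of the interferon set −0.56, each with an adjusted p of 0.694 from the exact permutation test.

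Across 12915 genes, which are not independent replicates, longer transcripts tended to have higher log2 differences after pMCAO (Spearman's rho 0.225), with medians of −0.19 in the shortest 20% and 0.083 in the longest 20%. The relation did not pass 0.05 when libraries were reassigned (two-sided exact permutation p = 0.0556, adjusted p = 0.111), and neither did that with GC content (Spearman's rho −0.236, exact permutation p = 0.167), the other of the 2 relations tested across genes. Whether it follows the number of counts per library was tested over all 10 libraries, between each library's own length correlation and its total counts (Spearman's rho −0.624, permutation p = 0.0604, Pearson's r −0.561 with permutation p = 0.0919, and r −0.578 without the 2 libraries farthest from the median). This did not pass 0.05. It also mixes in the difference between the groups, since total counts were lower on average in the pMCAO group, and groups of 5 are too few for a correlation within each group, so it gives no evidence for that explanation.

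In 82 genes of oxidative phosphorylation, 77 were lower after pMCAO, with a median log2 difference of −0.40. In 10000 lists of genes matched on transcript length and expression, the median of the medians was −0.18 and the lowest −0.36. No list fell as far as the oxidative phosphorylation genes, a share of 1e-04, which is the smallest these lists can give. Across libraries the mean of these genes was 5.76 ± 0.16 in sham and 5.40 ± 0.35 after pMCAO (log2 CPM, SD, n = 5 each, two-sided exact permutation p = 0.0873). The genes were chosen because members stood at the top of the list, so neither test shows how stable the pattern is.

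Immunoglobulin genes took from 0.586% to 16.3% of the counts in the sham libraries and from 0.914% to 19.2% after pMCAO, and the log2 share did not differ between the groups (two-sided exact permutation p = 0.889). That test was unpaired, and no paired test was run on the share. In both groups replicate 2 held the highest share and replicate 4 the lowest. Between same-numbered libraries the share was higher after pMCAO except for replicate 3, where it fell from 6.36% to 0.938%. No biological explanation was tested.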
